# Deep sequencing and miRNA profiles in alcohol-induced neuroinflammation and the TLR4 response in mice cerebral cortex

**DOI:** 10.1038/s41598-018-34277-y

**Published:** 2018-10-29

**Authors:** J. R. Ureña-Peralta, S. Alfonso-Loeches, C. M. Cuesta-Diaz, F. García-García, C. Guerri

## Abstract

Alcohol abuse can induce brain injury and neurodegeneration, and recent evidence shows the participation of immune receptors toll-like in the neuroinflammation and brain damage. We evaluated the role of miRNAs as potential modulators of the neuroinflammation associated with alcohol abuse and the influence of the TLR4 response. Using mice cerebral cortex and next-generation sequencing (NGS), we identified miRNAs that were differentially expressed in the chronic alcohol-treated *versus* untreated WT or TLR4-KO mice. We observed a differentially expression of miR-183 Cluster (C) (miR-96/-182/-183), miR-200a and miR-200b, which were down-regulated, while mirR-125b was up-regulated in alcohol-treated WT *versus* (*vs*.) untreated mice. These miRNAs modulate targets genes related to the voltage-gated sodium channel, neuron hyperexcitability (Nav1.3, Trpv1, Smad3 and PP1-γ), as well as genes associated with innate immune TLR4 signaling response (Il1r1, Mapk14, Sirt1, Lrp6 and Bdnf). Functional enrichment of the miR-183C and miR-200a/b family target genes, revealed neuroinflammatory pathways networks involved in TLR4 signaling and alcohol abuse. The changes in the neuroinflammatory targets genes associated with alcohol abuse were mostly abolished in the TLR4-KO mice. Our results show the relationship between alcohol intake and miRNAs expression and open up new therapeutically targets to prevent deleterious effects of alcohol on the brain.

## Introduction

MicroRNAs (miRNAs) are a family of small non-coding RNA (about 21–25 nucleotides) that derives from endogenous long transcripts (pri-miRNAs), whose function as regulators of gene expression through translational repression has been demonstrated^1,2^. The central nervous system (CNS) is highly enriched with these small molecules and plays essential roles in neurogenesis, neural development, and synaptic plasticity^3^. However, the deregulation of miRNAs levels can lead to neurodegeneration and neurological disorders^4^. MicroRNAs are also considered important like-regulators of the immune system response^5^, but sustained aberrant expression levels have been associated with neuroinflammatory and immune-related neurodegenerative disorders, including multiple sclerosis^6,7^, Alzheimer’s disease (AD)^8^, Parkinson’s disease^9^ or neuronal hyperexcitability^10^.

In recent years, a new player has emerged in the field of alcohol abuse having demonstrated neuroinflammation participation in the neurotoxic and behavioral effects of alcohol. Studies in humans and experimental animals have revealed that alcohol alters the brain function and structure by contributing to alcohol dependence, and to behavioral, cognitive and psychiatric disorders^11^. Recent findings have shown the participation of the neuroimmune system response in not only alcohol-induced neurodegeneration, but also in alcohol consumption and addiction^12,13^. Indeed the activation of innate immune receptors, such as Toll-like (TLRs) and NOD-like receptors (inflammasome NLRs), appears to be an important target of alcohol actions on the brain neuroimmune response^11,14^. Experimental evidence indicates that alcohol can induce mitochondrial ROS generation and oxidative stress by promoting the TLRs and NLRs stimulation response and enhancing downstream pathways. The activation of transcriptional factors, such as nuclear factor *kappa* B (NF-κB) and interferon regulatory factor 3 (IRF3), triggers the induction of inflammatory genes and causes neuroinflammation along with behavioral dysfunctions^15^. Recent studies into amygdale synaptoneurosomes^16^ and the frontal cortex^17^ of mice with chronic alcohol intake have indicated the participation of miRNAs in the regulation of alcohol consumption and dependence. Some of these miRNAs have also been detected in the prefrontal cortex of post-mortem alcoholics^18^. Likewise, changes in miR-155 in the mice cerebellum^19,20^ have also been suggested to contribute to alcohol-induced neuroinflammation.

Our previous findings indicate the critical role of the TLR4 response in the neuroinflammatory response induced by alcohol and its contribution to brain damage and behavioral dysfunctions associated with alcohol abuse^14,21^. Therefore, by considering the influence of miRNAs as regulators of immune system, the aim of the present study is to explore the modulatory role of the miRNAs induced by chronic alcohol intake through the TLR4 response in the brain. To this end, we used cortices of WT and TLR4-KO with and without chronic alcohol treatment and the next-generation sequencing (high-throughput sequencing) technique to identify the miRNA profiles that could be differentially expressed. The bioinformatics pipelines identified several miRNAs and a regulatory pathways network related to the TLR4-response and immune system alterations. The results will provide a new direction for future applications of miRNAs alcohol diagnosis and treatment.

## Material and Methods

### Animals

Female wild-type (WT, TLR4^+/+^) (Harlan Ibérica S.L., Barcelona) and TLR4 *knockout* (TLR4-KO, TLR4^−/−^) mice, kindly provided by Dr. S. Akira (Osaka University, Japan) with C57BL/6 J genetic backgrounds, were used. Animals were kept under controlled light and dark conditions (12/12 h) at a temperature of 23 °C and at 60% humidity. Animal experiments were carried out in accordance with the guidelines set out in the European Communities Council Directive (86/609/ECC) and Spanish Royal Decree 1201/2005, and were approved by the Ethical Committee of Animal Experimentation of CIPF (Valencia, Spain).

### Alcohol treatment

For chronic alcohol treatment, 44 (11 animals/group) 7-week-old WT (C57BL/6 J) and TLR4-KO mice, weighing 18–20 g, were housed (4 animals/cage) and maintained with water (WT and TLR4-KO control) or with water containing 10% (v/v) alcohol. They were placed on a solid diet *ad libitum* for 5 months. During this period, daily food and liquid intake were similar for the WT and TLR4-KO mice, and for the alcohol-treated/untreated groups. Body weight gain at the end of the 5-month period was similar in both the WT (C57BL/6 J) and TLR4-KO mice treated with or without alcohol, as previously described^14^. The peak blood alcohol levels (BALs) obtained in mice 5 months after chronic ethanol treatment were around ≈125 mg/dl (range of 87–140 mg/dl) in the ethanol-treated WT mice, and about ≈ 122 mg/dl (range of 98–135 mg/dl) in the ethanol-treated-KO mice, respectively. The obtained BALs were similar to previously described ones^14^. After chronic alcohol treatment, mice were killed by cervical dislocation to remove and dissect the brain areas of interest by using the mouse brain atlas coordinates^22^, which were immediately snap-frozen in liquid nitrogen until used for further determination analyses.

### MicroRNA and total RNA isolation

Frozen cortex samples (100–200 mg) were used for the total and small RNA (sRNA) extraction; the manufacturer’s instructions were followed for the miRNeasy mini Kit (Appendix A, Qiagen, Hilden, Germany) with minor modifications. Using this protocol, the miRNA-enriched fraction that we obtained was enriched in various RNAs < 200 of nucleotides and depleted in rRNA. Briefly, 100–200 mg of tissue were disrupted with 1 ml of QIAzol (Qiagen, Maryland, USA), followed by the phenol chloroform method^23^. Total RNA and sRNA were isolated using the miRNeasy columns from the Qiagen Kit to obtain a separate sample for each RNA type. sRNAs were used for deep sequencing and the RT-qPCR miRNA evaluation. Finally, total RNA was used for the gene expression analysis.

### RNA Quantity and quality determinations

The quantities of each total RNA sample were determined using NanoDrop™, and quantity and qualities were measured in an Agilent 2100 bioanalyzer. Total RNA integrity was analyzed with the RNA Nano6000 kit (Agilent Technologies, Santa Clara, CA, USA) and the sRNA kit was employed for sRNAs (Agilent Technologies, Santa Clara, CA, USA). The best 9 samples for each condition were selected and combined in order to obtain 3-pooled samples for the 4 conditions generating a total of 12-pooled sRNA samples. After, we measured again the sRNA profiles with small-RNA kit (Agilent Technologies, Santa Clara, CA, USA) following manufacturer’s instructions and the total RNA integrity with the RNA Nano6000 kit (Agilent Technologies, Santa Clara, CA, USA).

### Small RNA library preparation

100 ng of the sRNA fraction from the pooled cortex samples were used to prepare the sRNA libraries with the Truseq library prep Small RNA Sample Preparation kit (Illumina, San Diego, USA). These samples were used for sequencing in HiSeq following the Illumina pooling manufacture’s guidelines. The cDNA from the miRNAs was obtained by the Superscript II Reverse Transcriptase kit (Thermo Fisher Scientific, Carlsbad, CA, USA) and unique indices were introduced during PCR amplification for 15 cycles. The sRNA libraries were visualized and quantified in an Agilent 2100 bioanalyzer. A multiplexed pool consisting of equimolar amounts of sRNA-derived libraries was prepared. Libraries were sequenced for 50 single reads cycles in HiSeq. 2000 (Illumina).

### Reverse transcription (RT)

2 µg of total RNA from cortical brain tissue were used. Samples were treated with *DNase I* (Invitrogen, Foster City, CA, USA) to avoid genomic DNA contamination. cDNA conversion was carried out with the High Capacity cDNA Reverse Transcription kit (Thermo Fisher Scientific, Foster City, CA, USA). The reaction was carried out in a Master cycler ep. 5341 (Eppendorf AG, Hamburg, Germany), performed at 25 °C for 10 min, then at 37 °C for 2 h and finally at 85 °C for 5 min.

### Reverse transcription (RT)-based TaqMan(®) MicroRNA assays

The expression levels of the selected miRNAs were confirmed by quantitative real-time PCR (RT-qPCR) using the TaqMan MicroRNA Assay kit for specific mature miRNAs and the TaqMan Advanced miRNA cDNA Synthesis kit (Applied Biosystems, Barcelona, Spain) following the manufacturer’s protocol.

### Real-time quantitative PCR

RT-qPCR was performed in a LightCycler*®* 480 System (Roche, Mannheim, Germany). The reactions contained *LightCycler 480 SYBR Green I Master (2×)* (Roche Applied Science, Mannheim, Germany), 5 μM of the forward and reverse primers and 1 μL of cDNA. The amplification efficiency (E) of primers was calculated from the plot of the Cq values against the cDNA input according to the equation E = [10(−1/slope)]. The relative expression ratio of a target/reference gene was calculated according to the Pfaffl equation^24^. Housekeeping cyclophilin-A (Ppia) was used as an internal control. The primer gene sequence is detailed in Table 1.

**Table 1:** The primer sequences of the genes used for real-time PCR.

Genes	Primer sequences (5′-3′)		Size (bp)
	Forward	Reverse	
SMAD3	*CAG GGC TTT GAG GCT GTC TA*	*GGT GCT GGT CACT GTCT GTC*	105
MAPK14	*GAC CGT TTC AGT CCA TCA TTC*	*AAC ACA TCC AAC AGA CCA ATC A*	100
PP1-Gamma	*GAG AAC GAG ATC CGA GGA CTC*	*CGT ATT CAA ACA GAC GGA GCA A*	142
TPRV1	*GCA GGA CAA GTG GGA CAG AT*	*TCG CCT CTG CAG GAA ATA CT*	235
BDNF	*ATT GGC TGG CGA TTC ATA AG*	*CTG TTT CCT TTC AGG TCA TGG*	250
Nav 1.3	*CAT TCA AAG GCT GGA TGG AT*	*TGA TGA CGC CGA TGA ATA GA*	159
SIRT1	*AGT TCC AGC CGT CTC TGT GT*	*CTC CAC GAA CAG CTT CAC AA*	198
LRP6	*CCA GGA ATG TCT CGA GGC AA*	*GCG ATG GTG GTG GGT TCA AA*	163
IL-1R1	*TGA AGA GCA CAG AGG GGA CT*	*CAT TGA TCC TGG GTC AGC TT*	169

### Real-time quantitative PCR miRNAs

RT-qPCR was performed in a LightCycler® 480 System (Roche, Mannheim, Germany). TaqMan and TaqMan Advance assays (Applied Biosystems) were used to quantify the specific miRNAs levels following the manufacturer’s protocol. The reaction contained 3.5 µl DEPC-treated Water (Thermo-Scientific), 1 µL of the cDNA template, 0.5 µL of the TaqMan miRNA Assay or the TaqMan Advance miRNA Assay primer, and 5 µL of the TaqMan Universal PCR Master Mix (Applied Biosystems). Sequences of the miRNA probes are specified in Table 2. miR-181a and miR-181b were used as internal controls.

**Table 2:** The sequences TaqMan miRNA assays used.

Probe	Region	Sequence
mmu-miR-183-5p	Chr.7: 129774905 - 129775014 [−]	*UAUGGCACUGGUAGAAUUCACU*
mmu-miR-351	Chr.X: 53053255 - 53053353 [−]	*UCCCUGAGGAGCCCUUUGAGCCUG*
mmu-miR-150*	Chr.7: 45121757 - 45121821 [+]	*CUGGUACAGGCCUGGGGGAUAG*
mmu-miR-1981	Chr.1: 184822407 - 184822488 [−]	*GUAAAGGCUGGGCUUAGACGUGGC*
hsa-miR-143	Chr.5: 149428918 - 149429023 [+]	*UGAGAUGAAGCACUGUAGCUC*
hsa-miR-9	Chr.1: 156420341 - 156420429 [−]	*UCUUUGGUUAUCUAGCUGUAUGA*
hsa-miR-21-5p	Chr.17: 59841266 - 59841337 [+]	*UAGCUUAUCAGACUGAUGUUGA*
mmu-miR-96	Chr.7: 129774692 - 129774769 [−]	*UUUGGCACUAGCACAUUUUUGCU*
mmu-miR-182-5p	Chr.6: 30165918 - 30165992 [−]	*UUUGGCAAUGGUAGAACUCACACCG*
mmu-miR-200a-5p	Chr.1: 1167863 - 1167952 [+]	*CAUCUUACCGGACAGUGCUGGA*
mmu-miR-200b-5p	Chr.1: 1167104 - 1167198 [+]	*CAUCUUACUGGGCAGCAUUGGA*
hsa-miR-125b	Chr.11: 122099757 - 122099844 [−]	*UCCCUGAGACCCUAACUUGUGA*
mmu-miR-7224-5p	Chr.2: 67675457 - 67675516 [+]	*GGGUAGGCCCCUCAGUGAAGA*
mmu-let-7b-5p	Chr.22: 46113686 - 46113768 [+]	*UGAGGUAGUAGGUUGUGUGGUU*

### Bioinformatics/Pipelines Analysis

#### Data pre-processing

A quality control analysis of the resulting fastq sequencing files was performed using FastQC, version 0.11.6^25^. Then the adapter sequences from Cutadapt version 1 were trimmed 8^26^. The trimmed reads were mapped against the databases for homologous non-coding RNAs (ncRNAs) with Bowtie, version 2.2.5^27^, and with version 2.1.0 of the TopHat software^28^. Normalization and post-alignment filters were used to remove low-quality reads, alignments characterized by sequencing errors or multiple mismatches. Read counts were generated using the Python and PERL programming software, which allows putative miRNAs of interest to be detected and annotated. After obtaining a counts matrix, the gene expression data were explored by the Principal Component Analysis and Clustering methods^29^. The raw counts data were normalized using Trimmed Mean of M values^30^.

#### Differential expression

The design was analyzed from the Bioconductor package edgeR^31^ by fitting a Negative Binomial Generalized Linear Model where the design matrix included one factor for all the experimental groups. This test detects the genes that are differentially expressed between experimental groups. The conventional multiple testing *p-value* correction procedure proposed by Benjamini-Hockberg was used to derive the adjusted p-values^32^.

#### Functional Profiling

The functional enrichment analysis allowed classes of genes or proteins to be identified that are over- or under-represented in a large set of genes or proteins, and could be associated with pathology. This step was carried out for the Gene Ontology (GO)^33^ terms using the Logistic Regression Model described by Sartor and colleagues^34^, which was adjusted^35–37^ to find out the functional blocks enriched under any of the conditions. Multiple testing was corrected by the Benjamini–Hochberg procedure^32^. We performed a complementary analysis for the selected microRNA clusters from DIANA-miRPath v3.0^38^ and the STRING database tools^39^.

### Statistical methods

We used SPSS version 17.0 and the R version 3.4.3 software^40^ for the validation analysis and bioinformatics. The Western blot and qPCR data were analyzed by the Student’s *t*-test. Differences at a value of P < 0.05 were considered statistically significant.

## Results

### Experimental design and the primary analysis of cortex miRNAs using NGS

The cerebral cortex is an important target brain area of alcohol’s actions^14^. To assess the miRNAs differentially expressed in cortices of the alcohol-treated and untreated mice, a deep sequencing analysis was used. Figure 1 shows the methodology scheme employed (Fig. 1A). For RNA isolation, 44 cortex samples were used, although only 36 of them had an optimal high quality (see Supplementary Table S1) for deep sequencing analysis. 

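The small RNA of the cortex was sequenced in 4 groups, WT mice, WT mice that drank 10% (v/v) ethanol for 5 months (WT + EtOH), TLR4-KO mice and TLR4-KO mice with the same ethanol (TLR4-KO + EtOH). Each of the 12 libraries held the pooled RNA of 3 mice, 9 mice per group, so that an SD over the 3 libraries of a group is a spread between pools, not between mice. The libraries contain no Tlr4 mRNA, and the genotype was not checked in them. By the paper's Supplementary Table S2, the trimmed reads per library numbered 3235803 to 3902460 in WT (median 3538978), 3292011 to 3867763 in WT + EtOH (median 3648401), 2500610 to 3832890 in TLR4-KO (median 3544072) and 3080880 to 3755273 in TLR4-KO + EtOH (median 3261983). By its Supplementary Table S3, miRNAs took 14.3% to 18.6% of the reads in WT, 10.1% to 22.0% in WT + EtOH, 9.86% to 25.5% in TLR4-KO and 10.1% to 21.8% in TLR4-KO + EtOH. The authors deposited 1 normalized value per miRNA precursor and library for 589 precursors, of which 265 are at 0 in every library and 190 above 0 in all 12. The values are on a scaled log scale without a unit, and the highest is 135 in every library. Differences are therefore given in units of this scale and are not folds. No count of reads stands beside a deposited value, and its counting error is unknown. Reads were recovered from Supplementary Table S4, which holds other normalized values of the same libraries, and ranged from 213200 to 261644 per library in WT (median 225184), from 128200 to 354237 in WT + EtOH (median 150558), from 96713 to 475666 in TLR4-KO (median 126527) and from 116439 to 302496 in TLR4-KO + EtOH (median 161021). The groups were compared on the deposited values with limma, with a Benjamini-Hochberg adjustment over the 589 precursors, and a precursor was called at an adjusted p under 0.05. For all 65 entries of Supplementary Table S6, the difference of means, test statistic, p and adjusted p from limma lay within 0.1% of the fold change, statistic, p and adjusted p that the paper lists. A two-sided exact permutation test of 3 libraries against 3 cannot give a p below 0.1, so the calls rest on the spread that limma pools over the 4 groups. Little of it is shared between precursors (prior degrees of freedom 0.308 of a total of 8.31). A group at 0 in all its libraries adds no spread, which lowers the standard error of precursors such as mmu-mir-6952 and mmu-mir-96.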

After checking the quality control of RNAs, 12 samples corresponding to the 3-pooled samples/condition (WT, WT + EtOH, TLR4-KO and TLR4-KO + EtOH) were generated. Three samples were pooled per condition to minimize the cost-efficient sampling strategy since some studies suggest that pooling minimizes the amount of information lost below the detection threshold^41^.

**Figure 1:**
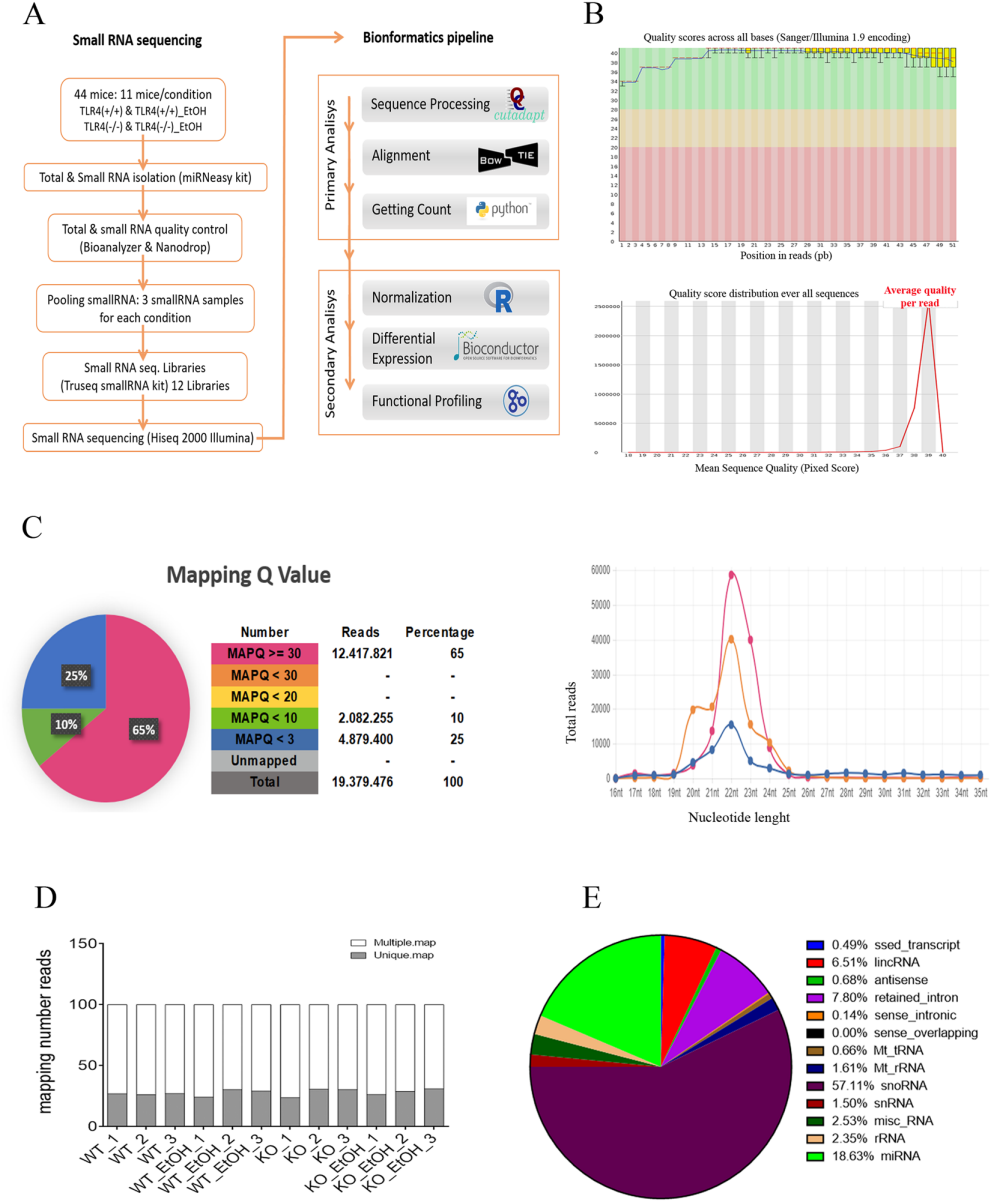
Experimental NGS Workflow and small RNA Quality Control. Small RNA libraries were prepared from the cortices of 44 mice (11 mice/condition). Samples were used for the deep sequencing protocol on the Illumina platform. Bioinformatics primary and secondary pipelines were used to detect the miRNAs profile and the differential expression miRNAs analysis **(A**). The Quality Control score, the Q value in all the nucleotides sequenced, were higher than 39, and the length with the best Q values was 51 nucleotides (**B**). Mapping Quality of the reads and distribution MAPQ by nucleotide length (21–25nt represent miRNA reads) (**C**). Number of reads aligned in multiple loci or unique loci in the reference genome sequence (**D**). Percentage of reads mapping RNA species (**E**).

The bioinformatics’ analyses revealed the high quality control (QC) of the obtained sequences (Supplementary Table S2) after filtering data with the Cutadapt version 1.8^26^. For sequence mapping, short read alignments and the obtained sequences’ QC, Bowtie v.2.2.5^27^ and TopHat v.2.1.0^28^ were respectively used. Then, Python and PERL programming software was used, which allows putative miRNAs of interest to be detected following the GO (www.geneontology.org) (Fig. 1A).

The primary analysis of the distribution of quality read sequences^3^ indicated Q values above 39 in the 12 analyzed samples (Fig. 1B). In addition, the length distribution of sRNA reads obtained by NGS, revealed a consistent pattern with a large peak between 19–25nt, which corresponded to miRNAs (Fig. 1B). The diagram shown in Fig. 1C also illustrates the percentage of MAPQ quality against the non-coding sRNA database. This diagram indicates values up to 60% for MAPQ ≥ 30 in all the samples, which suggests an enrichment of the specific sRNAs. Finally, the percentage of the mapping distribution of the sequences showed that more than 70% of all the reads mapped back to multiple locations in the genome, which is an intrinsic characteristic of miRNAs^42^. The data in Fig. 1D also indicate that approximately 20% of sequences are distributed as single mappings in all the analyzed samples.

After deep sequencing, a total of [42.897.767 ± 417609] raw reads was identified from the 12 cortical samples. Once the trimmer was done, 95% of the sequences had adequate quality levels for further analyses, and a total of [41.461.124 ± 406609] trimming reads was obtained. The raw, trimmed, length and quality levels for the 12 samples also illustrated (Supplementary Table S1) that all the samples had Q-values above 39, which indicates a good Q score parameter for the sRNA reads. Data also indicate that around 19% of reads corresponded to miRNAs sequences from the total reads obtained in our NGS sequenced samples. Although the most abundant population was snoRNAs, the miRNAs reads that we obtained were enough to evaluate our study objective (Fig. 1E, Supplementary Table S3).

### The most abundant miRNAs in the cerebral cortex

Following our methodology scheme, we determined the miRNAs profile in cortex area by aligning reads to miRBase. Sequences were mapped against the database of the sRNAs by Burrows-Wheeler Alignment (BWA) to efficiently align the short sequences^43^. This yielded a total of 2.615.887 miRNA reads for the 12 samples (Supplementary Table S4).

Figure 2A shows that the most abundant miRNAs expressed in the samples are: mmu-mir-181a, mmu-mir-26a, mmu-mir-125a, mmu-mir-30d, mmu-mir-125b, mmu-mir-486a and mmu-mir-486b. These miRNAs represent approximately 50% of the total miRNAs found.

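Of the 10 precursors of these miRNAs, 9 were among the 10 with the highest mean of the deposited values over the 12 libraries, and mmu-mir-486b was at rank 14 (97.3 ± 4.52, SD over libraries). The 2 precursors of miR-181a held the first ranks, with 135 for mmu-mir-181a-1 and 124 for mmu-mir-181a-2 in each library. They were followed by mmu-mir-125b-2 (114 ± 2.09), mmu-mir-125a (114 ± 2.08), mmu-mir-26a-1 (111 ± 3.80), mmu-mir-26a-2 (110.4 ± 3.98), mmu-mir-30d (108 ± 3.41), mmu-mir-125b-1 (108 ± 2.95), mmu-mir-486a (106 ± 1.89) and mmu-mir-191 (105 ± 2.40). The means of mmu-mir-125b-2 and mmu-mir-125a, of mmu-mir-26a-1 and mmu-mir-26a-2, of mmu-mir-30d and mmu-mir-125b-1 and of mmu-mir-486a and mmu-mir-191 differ by less than their SD, as do other neighbours among them, so that the order from mmu-mir-125b-2 on is not resolved in full. Precursors with the same mature sequence are listed apart although their reads cannot be told apart. The deposited scale is logarithmic and gives no share of reads.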

**Figure 2:**
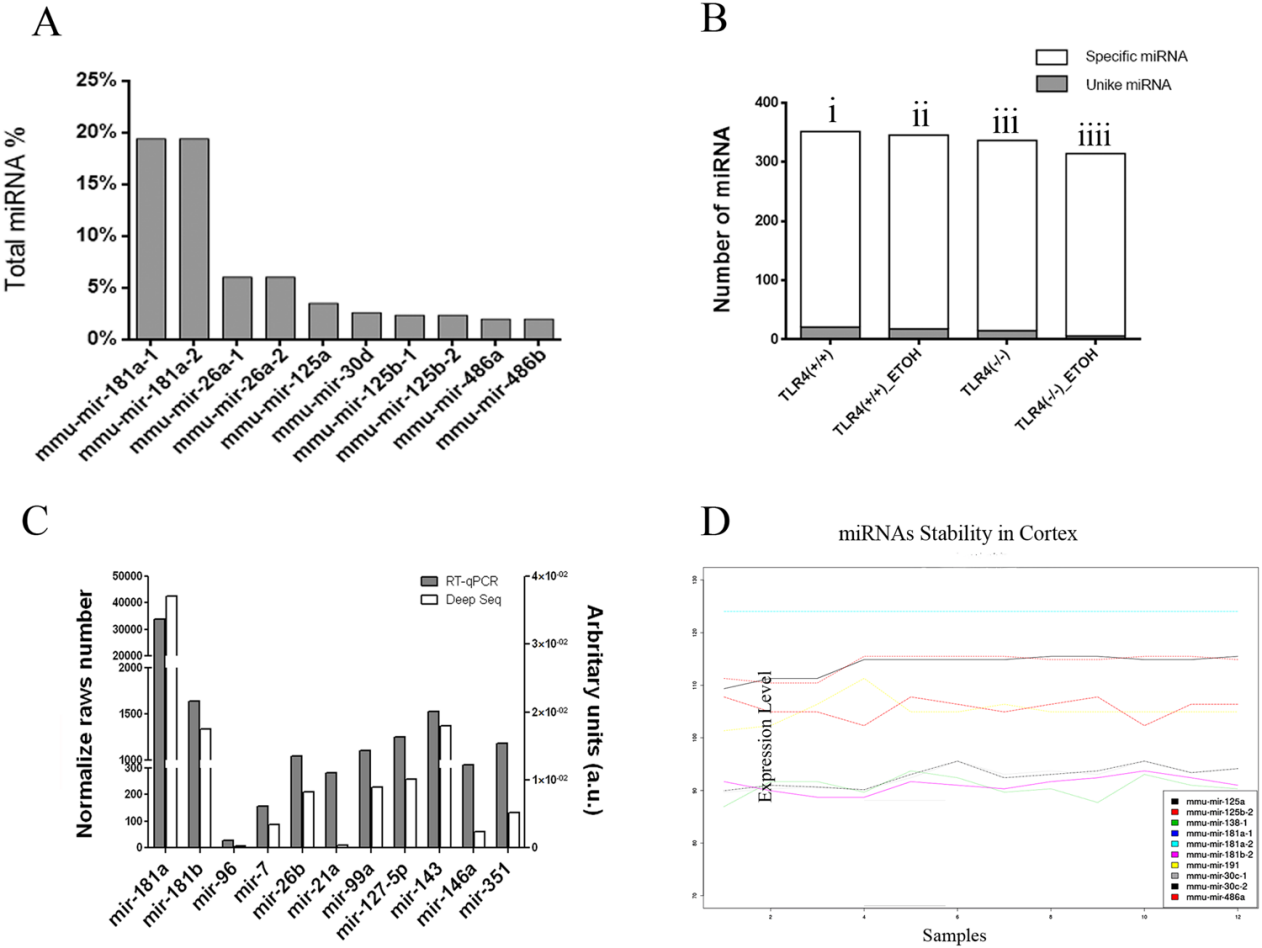
miRNA profile and differential expression analysis. The graph shows the most abundant miRNAs in mice cortex samples, where 50% of all the reads are identified as seven miRNAs (miR-181a, miR-26a, miR-30, miR-125a/b, miR-486a/b) (**A**). We showed the condition-specific patterns of the expression of the miRNAs in the mice cortex samples (**B**). Validation of high throughput data by sensitivity levels of the NGS and RT-qPCR techniques indicate that miR-181a is the most abundant miRNA species and miR-96 is the lowest in both protocols (**C**). Analysis of miRNAs’ stability under our specific conditions (**D**). The profile of the miRNAs with a differential expression in the three study comparisons (TLR4-KO + EtOH *vs*. KO; WE *vs*. WT; KO *vs*. WT) was assessed.

We also identified 590 miRNAs, which were expressed in the cortex for all the used experimental conditions (Supplementary Table S5). Thus we found: i) 351 miRNAs expressed in the WT group, 21 of which were specific to this condition; ii) 345 miRNAs expressed in the WT + EtOH treatment, 18 of which were specific; iii) 336 miRNA in the TLR4-KO group, of which 15 were specific; iv) 314 miRNAs expressed in TLR4-KO + EtOH, six of which were specific for this experimental group (Fig. 2B).

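With a value above 0 in at least 1 of the 3 libraries taken as detection, 286 precursors were detected in WT, 280 in WT + EtOH, 265 in TLR4-KO and 272 in TLR4-KO + EtOH, and 228 in all 4 groups. The precursors found in 1 group only numbered 10 for WT, 6 for WT + EtOH, 8 for TLR4-KO and 8 for TLR4-KO + EtOH. Most of them were above 0 in a single library, 7 in WT, 6 in WT + EtOH, 4 in TLR4-KO and 6 in TLR4-KO + EtOH. Among the settings on the deposited values, the detection rule moved these numbers most. When all 3 libraries had to be above 0, the group-specific precursors numbered 2, 0, 0 and 1, and 238, 211, 202 and 223 were detected. With at least 2 of 3 libraries above 0, the group-specific numbers were 3, 0, 4 and 2. Leaving out a single library moved them as well. The group-specific number fell to 6 in WT without replicate 3, to 2 in WT + EtOH without replicate 1, to 5 in TLR4-KO without replicate 1 and to 4 in TLR4-KO + EtOH without replicate 1. A deposited value of 0 does not show that a precursor is absent, and 2 to 53 precursors per library are at 0 although Supplementary Table S4 holds reads of them.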

Figure 2C shows the miRNAs levels validated by RT-qPCR TaqMan miRNA assays and we contrast NGS data (black bars) *vs*. TaqMan (white bars) values. The specific miR-181a was predominantly expressed in the brain cortex (Fig. 2A), while miR-96 had the lowest expression in NGS, as demonstrated by the TaqMan RT-qPCR (Fig. 2C). 

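Among the 15 precursors of the miRNAs of Fig. 2C, mmu-mir-181a-1 had the highest mean of the deposited values and mmu-mir-96 the lowest, at rank 261 of the 324 precursors above 0 in any library. The values of mmu-mir-96 were 12.1, 15.3 and 23.7 in the WT libraries and 0 in the other 9 libraries. In the reads recovered from Supplementary Table S4, mmu-mir-96 had 2, 4 and 7 reads in the WT libraries, a level at which the presence of the miRNA in a library is subject to chance.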

The results also indicated that, under our experimental conditions, RT-qPCR showed higher sensitivity than the NGS data. For instance, RT-qPCR signal for miR-96 was better than in NGS.

Using bioinformatics tools, we further assessed which miRNAs showed stable levels under the different experimental conditions to use them as internal controls for the RT-qPCR analysis. 

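The values of mmu-mir-181a-1 and mmu-mir-181a-2 were the same in all 12 libraries (SD 0), which placed both at rank 1 when the 190 precursors above 0 in every library were ordered by their SD. The SD was 1.5 for mmu-mir-181b-2 (rank 3) and 2.32 for mmu-mir-181b-1 (rank 13), against a median SD of 4.51. A test of any difference between the 4 groups (limma's moderated F) gave an adjusted p of 1 for mmu-mir-181a-1, mmu-mir-181a-2 and mmu-mir-181b-1 and of 0.899 for mmu-mir-181b-2. Since the highest value and the one after it are equal in all libraries, an SD of 0 is set by the normalization at these ranks. In RPM recovered from Supplementary Table S4, mmu-mir-181a-1 ranged from 159078 to 250096 between libraries, with an SD of 0.23 on the log2 scale, against a median SD of 0.51 over 186 precursors. By these reads, a setting chosen after the data had been seen, the ranks were 21 for mmu-mir-181a-1, 22 for mmu-mir-181a-2, 14 for mmu-mir-181b-1 and 12 for mmu-mir-181b-2. The rank of mmu-mir-181b-1 in the deposited values became 6 without TLR4-KO + EtOH replicate 1 and stayed between 10 and 15 without any other library.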

As shown in Fig. 2D, we chose mmu-mir-181a/-181b as housekeeper controls because these miRNAs were very stable in our samples.

### Differential miRNAs expression associated with alcohol treatment in the cortex

We also evaluated the miRNAs differential expression levels in our experimental groups. The number of reads/condition was distributed as follows: [701103 ± 20626] for WT; [633986 ± 101718] for WT + EtOH; [699894 ± 172107] for TLR4-KO and [580904 ± 79332] for TLR4-KO + EtOH. Table 5-S shows the differential expression of miRNAs in the three comparisons made: WT *vs*. WT + EtOH, WT *vs*. TLR4-KO and TLR4-KO *vs*. TLR4-KO-EtOH. The fold-change and p-value between comparisons are also included.

Supplementary Table S6 and Fig. 3 show the differential profile of miRNAs in the four comparisons made. 

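Between WT + EtOH and WT, limma called 10 of 589 precursors, 6 of them higher and 4 lower with alcohol, and 74 had an unadjusted p under 0.05. In each of the called precursors the 3 WT + EtOH libraries did not overlap the 3 WT libraries (exact permutation p = 0.1), a separation that chance gives in 10% of precursors. The smallest p belonged to mmu-mir-6952, with 4.20, 4.23 and 5.23 in the WT libraries and 0 in the WT + EtOH libraries (difference −4.56, standard error 0.234, adjusted p = 1.85e-05). Supplementary Table S4 holds at most 1 read of mmu-mir-6952 in any library. There are 0 reads in WT replicate 2 and 1 read in WT + EtOH replicate 2, where the deposited values are 4.23 and 0. After quantile normalization of that table mmu-mir-6952 was higher with alcohol (0.339), and in no other setting from the table. mmu-mir-125b-2 rose from 111 ± 0.501 (SD, n = 3) to 115 in each WT + EtOH library (difference 4.77, standard error 0.285, adjusted p = 3.22e-05 from limma). Its copy mmu-mir-125b-1, whose recovered reads differ from those of mmu-mir-125b-2 by at most 0.152% in a library with length classes set by hand, changed by 1.65 (standard error 2.12, adjusted p = 1 from limma). mmu-mir-125a rose by 4.22 (standard error 0.497, adjusted p = 0.00437 from limma), mmu-mir-351 by 7.93 (1.27, adjusted p = 0.0212), mmu-mir-744 by 6.73 (1.26, adjusted p = 0.0407) and mmu-mir-150 by 7.41 (1.43, adjusted p = 0.0444). mmu-mir-451a and mmu-mir-451b, which lie on opposite strands of the same place and have the same values, went from 48.9 ± 2.28 to 34.3 ± 2.33 (difference −14.6, standard error 2.63, adjusted p = 0.0346 from limma). In RPM, however, mmu-mir-451a was at 596 in WT + EtOH replicate 1, above the 321, 404 and 253 of the WT libraries, and at 86.3 and 85.8 in the other 2. mmu-mir-7224 and mmu-mir-96 complete the 10. The share of reads on miRNAs as a covariate moved the number of calls most among the alternatives on the deposited values, to 46 (18 higher and 28 lower), while a fit of the 6 libraries of these 2 groups alone gave 7 (1 higher and 6 lower). From the values of Supplementary Table S4, in settings chosen after the data had been seen, limma called 0 precursors. There, 8 had an unadjusted p under 0.05 with the values as printed, 15 after quantile normalization, 8 with log2 RPM plus 0.5, 9 with 5 added instead, 13 with voom weights and 27 with the covariate. The values as printed there carry a factor per library, which enters their differences. In them, mmu-mir-125b-2, mmu-mir-125a, mmu-mir-351, mmu-mir-744 and mmu-mir-150 were lower with alcohol, by differences from −1.98 to −0.124. The other settings from that table did not reverse these rises, except the covariate for mmu-mir-744. Without 1 library the calls numbered between 4 and 18. They fell to 4 without WT replicate 2, to 5 without WT replicate 3 or TLR4-KO + EtOH replicate 2 and to 6 without WT + EtOH replicate 2 or 3 or TLR4-KO replicate 2, and rose to 18 without TLR4-KO replicate 1. Only mmu-mir-6952, mmu-mir-125b-2, mmu-mir-125a and mmu-mir-96 were called whichever library was left out.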

The data reveal that alcohol treatment up-regulated seven miRNAs, but lowered the levels of 14 miRNAs in the WT *vs*. the untreated control mice (Fig. 3A). 

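Between TLR4-KO and WT, limma called 15 precursors, 9 higher and 6 lower in TLR4-KO, and 72 had an unadjusted p under 0.05. All 10 precursors called between WT + EtOH and WT were among them, and the other 5 were mmu-mir-872, mmu-mir-423, mmu-mir-346, mmu-mir-1981 and mmu-mir-27b. Both comparisons use the same 3 WT libraries. In 100 simulations of unchanged groups against the same WT libraries, the overlap was 0 each time, which says little since at most 2 precursors were called in them. Over 324 precursors the differences of both comparisons had a correlation of 0.686, against a median of 0.499 and a maximum of 0.662 in the simulations, which let precursors vary independently. mmu-mir-872 went from 34.7 ± 3.09 (SD, n = 3) in WT to 10.8 ± 6.41 in TLR4-KO (difference −23.8, standard error 3.62, adjusted p = 0.00948 from limma) and mmu-mir-744 from 75.7 ± 0.238 to 85.6 ± 1.80 (difference 9.90, standard error 1.26, adjusted p = 0.00604 from limma). The differences of mmu-mir-125b-2 (4.36, adjusted p = 6.69e-05 from limma) and mmu-mir-125a (4.64, adjusted p = 0.00215 from limma) were in the same direction as those with alcohol, and mmu-mir-6952 was at 0 in all TLR4-KO libraries. Centring each library on miR-181a and miR-181b changed the split to 10 higher and 11 lower, and the number of calls rose to 48 with the share of reads on miRNAs as a covariate. Without 1 library the calls numbered from 11 to 22, and 10 of the 15 precursors were called whichever library was left out. From Supplementary Table S4, limma called 0 precursors, with 5 to 23 at an unadjusted p under 0.05 over its 6 settings. Between TLR4-KO + EtOH and TLR4-KO, limma called 2 precursors, both higher with alcohol, and 41 had an unadjusted p under 0.05. mmu-mir-3087 was at 0 in the TLR4-KO libraries and at 4.08, 5.26 and 7.29 with alcohol (difference 5.54, standard error 0.651, adjusted p = 0.0129 from limma), from at most 1 recovered read in a library, and TLR4-KO replicate 1 and WT + EtOH replicate 1, both at 0 in the deposited values, also hold 1 read. mmu-mir-344d-3 was at 4.20, 0 and 0 and at 19.4, 18.1 and 11.0 with alcohol (difference 14.8, standard error 2.18, adjusted p = 0.0347 from limma). The number was 0 after quantile normalization (36 at an unadjusted p under 0.05), after centring (50) and with these 2 groups alone (25). It was 0 without TLR4-KO + EtOH replicate 2, 4 without WT + EtOH replicate 3, and 1 without any 1 of the WT libraries, WT + EtOH replicate 2 or TLR4-KO + EtOH replicate 1. From Supplementary Table S4 it was 1 after quantile normalization and 0 in the other 5 settings, with 6 to 18 at an unadjusted p under 0.05.

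**Figure D1:**
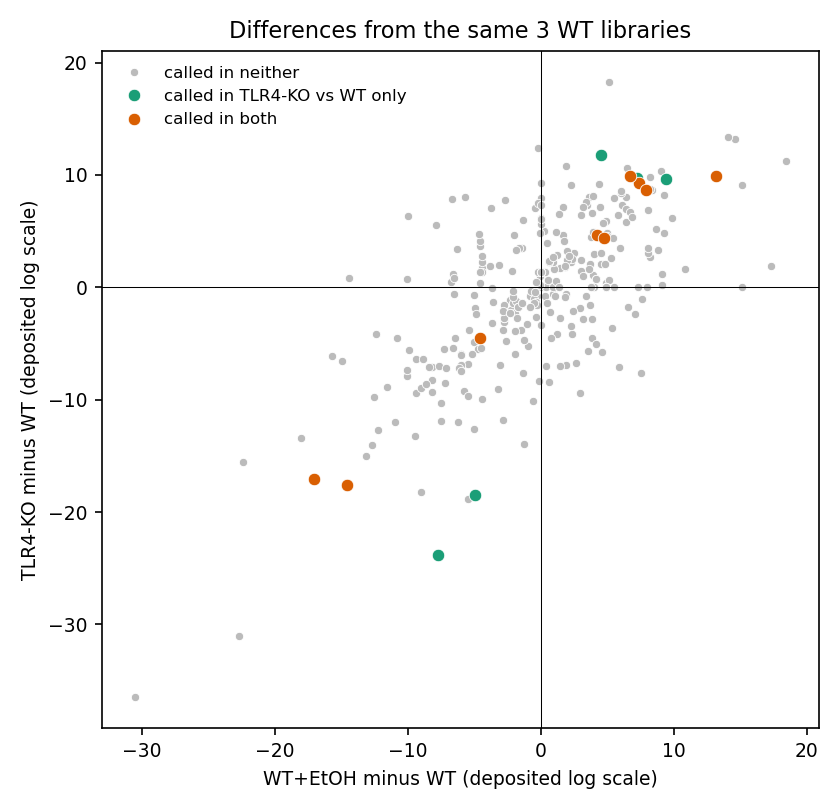
Difference from WT in units of the deposited log scale, WT + EtOH on the horizontal axis and TLR4-KO on the vertical axis, for each precursor above 0 in any library, with the precursors called in either comparison marked. Because both axes subtract the same 3 WT libraries, points lie along the diagonal also in simulated unchanged groups (median correlation 0.499, observed 0.686).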

We also noted that when the genotype comparison was made (TLR4-KO *vs*. WT), 14 miRNAs were down-regulated and nine were up-regulated, which indicates that the presence or absence of TLR4 is associated with changes in miRNA profiles in mice cortices (Fig. 3B); when the TLR4 receptor was absent, alcohol treatment only up-regulated eight miRNAs and down-regulated two miRNAs (Fig. 3C). Furthermore, the contribution of TLR4 under the ethanol condition (TLR4-KO-EtOH *vs*. WT-EtOH) shows an up-regulation of two miRNAs in TLR4-KO-EtHO and one down-regulated miRNAs (Fig. 3D).

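Between TLR4-KO + EtOH and WT + EtOH, limma called 3 precursors and 27 had an unadjusted p under 0.05. mmu-mir-3087 was at 0 in the WT + EtOH libraries and thus differed by as much as from TLR4-KO. mmu-mir-344d-3 was at 2.72, 0 and 0 in WT + EtOH (difference 15.3, adjusted p = 0.0274 from limma). mmu-mir-299a went from 28.4 ± 2.41 (SD, n = 3) in WT + EtOH to 13.7 ± 4.60 in TLR4-KO + EtOH (difference −14.7, standard error 2.27, adjusted p = 0.0317 from limma), and it was called without TLR4-KO + EtOH replicate 3 and with no other library left out. With the replicate number as a block it was lost (adjusted p = 0.184, over all alternatives up to 1). The share of reads on miRNAs as a covariate gave 5 calls, quantile normalization 1, and a fit of these 2 groups alone 0, with 25 at an unadjusted p under 0.05. The number was 0 without WT + EtOH replicate 3 or TLR4-KO + EtOH replicate 2, and 1 without any 1 of the WT libraries, TLR4-KO replicate 2 or 3 or TLR4-KO + EtOH replicate 1. Supplementary Table S4 gave 1 call after quantile normalization and 0 in the other settings, with 4 to 11 at an unadjusted p under 0.05.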

**Figure 3:**
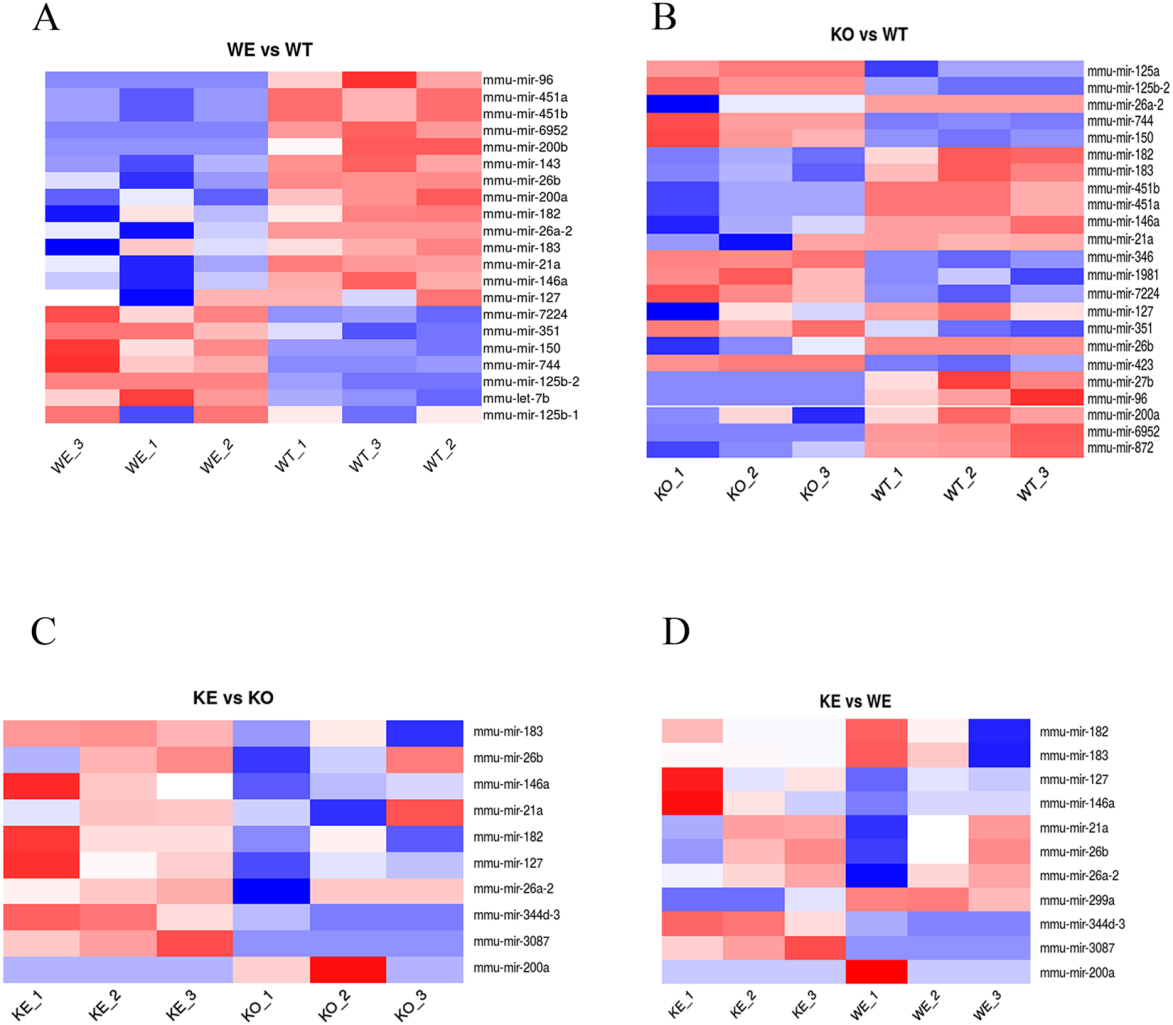
Heatmaps of cortical miRNA expression across alcohol-treated and untreated WT and TLR4-KO mice. The heatmaps show the miRNAs up-regulated (red) or down-regulated (blue) in each study comparison: WT + EtOH *vs*. WT (**A**), TLR4-KO *vs*. WT (**B**), TLR4-KO + EtOH *vs*. TLR4-KO (**C**) and TLR4-KO + EtOH *vs*. WT-EtOH (**D**).

In order to validate the NGS data obtained by bioinformatics platforms, we used TaqMan RT-qPCR to assess the relative expression of miRNAs. In particular, we assessed some miRNAs that were either dysregulated (up- or down-regulated) or were not changed by ethanol treatment. 

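For the miRNAs assessed in Fig. 4, the deposited values of 15 precursors were compared between WT + EtOH and WT. limma called 5 of them, mmu-mir-96, mmu-mir-351, mmu-mir-150, mmu-mir-125b-2 and mmu-mir-7224, and 12 had an unadjusted p under 0.05. With 1 library left out the called number was between 2 (without WT replicate 2) and 6 (without TLR4-KO replicate 1), and it was 3 without WT replicate 3, WT + EtOH replicate 2 or 3 or TLR4-KO + EtOH replicate 2. It was 11 with the share of reads on miRNAs as a covariate, 1 with these 2 groups alone and 0 in each of the 6 settings from Supplementary Table S4. mmu-mir-143 went from 84.0 ± 0.987 (SD, n = 3) in WT to 77.6 ± 1.45 with alcohol (difference −6.45, standard error 1.41, adjusted p = 0.0649 from limma). mmu-mir-1981 went from 35.0 ± 2.69 to 44.3 ± 2.91 (difference 9.39, standard error 1.94, adjusted p = 0.0563 from limma). mmu-let-7b went from 83.6 ± 1.10 to 90.7 ± 2.20 (difference 7.11, standard error 2.38, adjusted p = 0.233 from limma), but was lower with alcohol in Supplementary Table S4 as printed (−4.63) and in its RPM values (−0.0839 on the log2 scale). The 3 precursors of miR-9 were lower in all 3 WT + EtOH libraries than in any WT library, by −5.96, −4.74 and −5.14, with adjusted p from 0.181 to 0.256 from limma. mmu-mir-21a (difference −8.21, adjusted p = 0.518 from limma) and mmu-mir-146a (difference −6.21, adjusted p = 0.806 from limma) were also lower in 3 of 3 libraries.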

The bars in the Fig. 4 (A–L) illustrate how the alcohol treatment down-regulated some miRNAs (mmu-mir-183, mmu-mir-143 and mmu-mir-96), while others were up-regulated (mmu-mir-351, mmu-mir-150, mmu-mir-125b and mmu-mir-1981; mmu-mir-7224 and mmu-let7b) or simply did not change (mmu-mir-9 and mmu-mir-21a). It is noteworthy, that while miR-7224 present the highest fold-change value in the NGS analysis and the RT-qPCR data show an up-regulation tendency in the comparative WT *vs*. WE, the Ct values obtained with RT-qPCR show a very low amplification. 

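mmu-mir-7224 lies on chromosome 2 of GRCm38 from 67675457 to 67675516, in an intron of B3galt1 on the same strand. Its deposited value went from 28.8 ± 1.63 (SD, n = 3) in WT to 42.0 ± 3.99 in WT + EtOH (difference 13.2, standard error 1.95, adjusted p = 0.0140 from limma), above every WT library in 3 of 3 libraries. This was the largest difference among the precursors called higher with alcohol, and the 7th largest rise and the 17th largest difference in either direction among all 589, the largest rise being 18.4 (adjusted p = 0.120 from limma) for mmu-mir-490. The adjusted p was 0.0748 without WT replicate 2 and 0.0596 without WT + EtOH replicate 2, and 0.141 with these 2 groups alone. Over all libraries left out it ranged from 0.00312 to 0.0748, and it reached 1 from Supplementary Table S4. The recovered reads were 12, 24 and 13 in the WT libraries and 23, 23 and 19 in the WT + EtOH libraries.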

The data also illustrate that although RT-qPCR and NGS have similar results, variations are observed (Fig. 4) in some miRNAs (e.g. mmu-mir-351 and let-7b).

**Figure 4:**
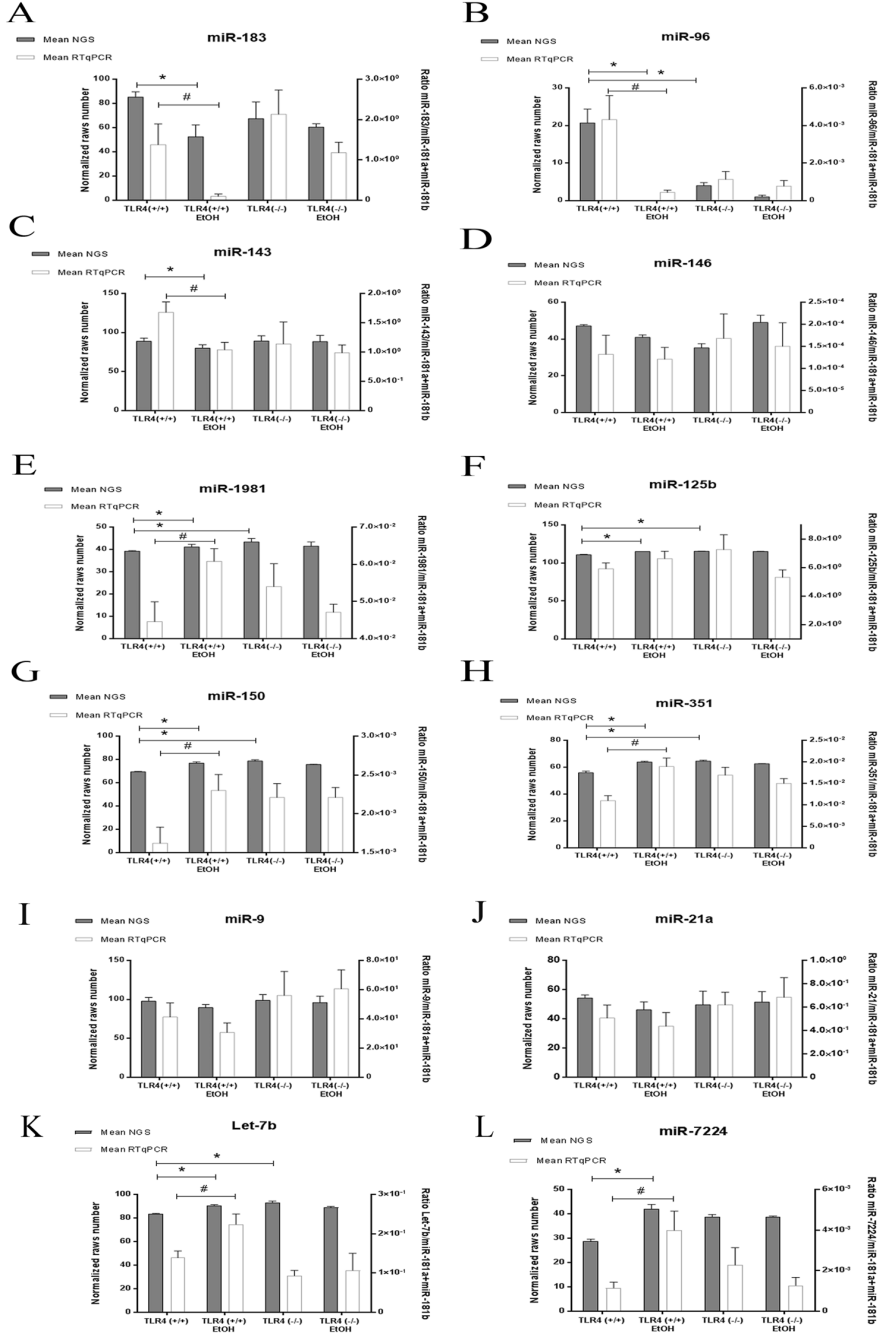
RT-qPCR and NGS differential expression analysis. The graphics represent the NGS and RT-qPCR comparisons made in the cortices of the WT and TLR4-KO mice, with or without ethanol treatment (**A**–**L**). The NGS black bars denote the mean of the miRNAs raw reads of three independent biological samples (right scale bar). White bars represent the mean ratio of miRNAs obtained by the RT-qPCR analysis in nine individual tissues. Data were normalized with miR-181a and miR-181b. Bars are represented as [mean ± SEM]. *p < 0.05, **p < 0.01, ***p < 0.001 for the NGS data, and ^#^p < 0.05, ^##^p < 0.01 (*Student’s t-test*).

The results in Fig. 4 also show that the alcohol treatment did not significantly affect most of the analyzed miRNAs when comparing TLR4-KO and TLR4-KO + EtOH. Nevertheless, a sharp drop in the expression of mmu-mir-96 in TLR4-KO was noted compared with the WT, which indicates that this miRNA could be a genotype-specific target (Fig. 4B). Likewise, a very significant reduction by the alcohol treatment in miR-96 expression was also noted (Fig. 4B). 

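Between TLR4-KO + EtOH and TLR4-KO, limma called 0 of the 15 precursors of these miRNAs, 1 had an unadjusted p under 0.05, and the differences ranged from −4.04 to 13.8. The number called was 0 in every alternative as well, those from Supplementary Table S4 included. The lowest adjusted p was that of mmu-mir-146a, at 35.2 ± 4.98 (SD, n = 3) without and 49.0 ± 8.42 with alcohol (difference 13.8, standard error 4.10, adjusted p = 0.394 from limma), with all 3 libraries of 1 group above those of the other. The alcohol effects themselves were compared between genotypes by the difference of the differences. By that test 2 of the 15 precursors were called, mmu-mir-125b-2 (−4.56, adjusted p = 0.000730 from limma) and mmu-mir-351 (−9.93, adjusted p = 0.0416 from limma), and 10 had an unadjusted p under 0.05. The call of mmu-mir-351 was made without WT replicate 1 and lost without any 1 of the other 11 libraries, at adjusted p up to 0.106. With the share of reads on miRNAs as a covariate 11 of the 15 were called, and 0 from Supplementary Table S4. The replicate number as a block left 1 call, and mmu-mir-351 was lost (adjusted p = 0.0565 from limma). Centring gave 5 calls, as did only precursors above 0 in at least 3 libraries. With 1 library left out the number was between 1 and 4.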

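Since mmu-mir-96 was at 0 in all TLR4-KO libraries, its difference from WT was −17.0 (standard error 2.41, adjusted p = 0.00948 from limma, exact permutation p = 0.1), and no fold can be given. The call was lost when only these 2 groups were fitted (adjusted p = 0.119) and in all 6 settings from Supplementary Table S4. The adjusted p over all alternatives reached 1, and 0.0354 was the highest with 1 library left out. Supplementary Table S4 prints 14.1, 18.7 and 29.2 for mmu-mir-96 in WT, but 6, 3 and 3 in TLR4-KO and 1, 2 and 0 in TLR4-KO + EtOH. These 5 entries above 0 are the only whole numbers among the 3107 values above 0 of that table, and they are off its scale. Taken as reads, they put mmu-mir-96 higher in TLR4-KO than in WT, by 0.338 on the log2 scale of RPM, where the 2, 4 and 7 reads of WT are set against 6, 3 and 3.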

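With alcohol, mmu-mir-96 was listed at 0 in all 3 WT + EtOH libraries in both tables, and the difference from WT was the same as that of TLR4-KO, with an adjusted p of 0.0128 from limma. Without 1 library the adjusted p stayed at or below 0.0486 (without WT + EtOH replicate 2), but it was 0.143 with these 2 groups alone, and from 0.0948 to 1 in the settings from Supplementary Table S4. With 2 to 7 recovered reads in the WT libraries, a value of 0 is close to the limit of detection. In the TLR4-KO groups the deposited values are at 0 with and without alcohol, so that an effect of alcohol on mmu-mir-96 was not detectable there.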

As mentioned above, both mmu-mir-181a and mmu-mir-181b were used as internal control.

### Alcohol deregulates clusters miR-183C and the miR-200s family

When we looked at the NGS and bioinformatics analysis results (Fig. 3), we noticed a group of miRNAs that play specific roles in neurological diseases, inflammation and immune disorders, which showed a systematic down-regulation in the cortices of the alcohol-treated WT mice. Moreover, the drop in the miRNAs in the TLR4-KO mice cortices was less marked, which indicated receptor influence. 

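The 14 miRNAs of Fig. 3A that fell with alcohol in WT were followed in the TLR4-KO libraries. The median difference with alcohol was −12.8 over the 14 in WT and 1.32 in TLR4-KO, where 4 were lower with alcohol, 8 higher and 2 without difference. The difference of the alcohol effects, TLR4-KO minus WT, was above 0 for 14 of 14. It had an unadjusted p under 0.05 for 11 of them and an adjusted p under 0.05 for 1, mmu-mir-6952 (4.56, adjusted p = 0.000305 from limma). With identical precursor copies merged, which joins mmu-mir-451a and mmu-mir-451b, it was above 0 for all 13 that are left. The number of 14 was 13 from Supplementary Table S4 after quantile normalization, 12 from its reads with voom weights and 14 in the other alternatives and without any 1 library. The 14 had been chosen in the study because they fell in these same WT libraries, which by itself favours a difference above 0. All 14 were also lower in TLR4-KO than in WT before alcohol. The 2 without difference, mmu-mir-96 and mmu-mir-6952, were at 0 in all TLR4-KO and TLR4-KO + EtOH libraries. Their difference of the alcohol effects is therefore the fall in WT with the sign changed, and it cannot show an attenuation.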

Figure 5A shows the structure, sequence and location of miR-96, miR-182 and miR-183. These miRNAs belong to a polycistronic miRNA cluster located in a 4-kilobase area in murine chromosome 6q (Fig. 5A)^44^.

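On GRCm38, Mir183 lies on the minus strand of chromosome 6 from 30169668 to 30169737, Mir96 from 30169446 to 30169551 and Mir182 from 30165918 to 30165992, which spans 3820 bp. Mir183 and Mir96 are 116 bp apart and Mir96 and Mir182 3453 bp. No annotated gene overlaps the 3 precursors, and the nearest are Nrf1 on one side and the long non-coding RNA Rncr4 (30172893 to 30175126) on the other. The deposited values in WT were 74.8, 87.7 and 82.4 for mmu-mir-183 and 90.3, 109 and 108 for mmu-mir-182.

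**Figure D2:**
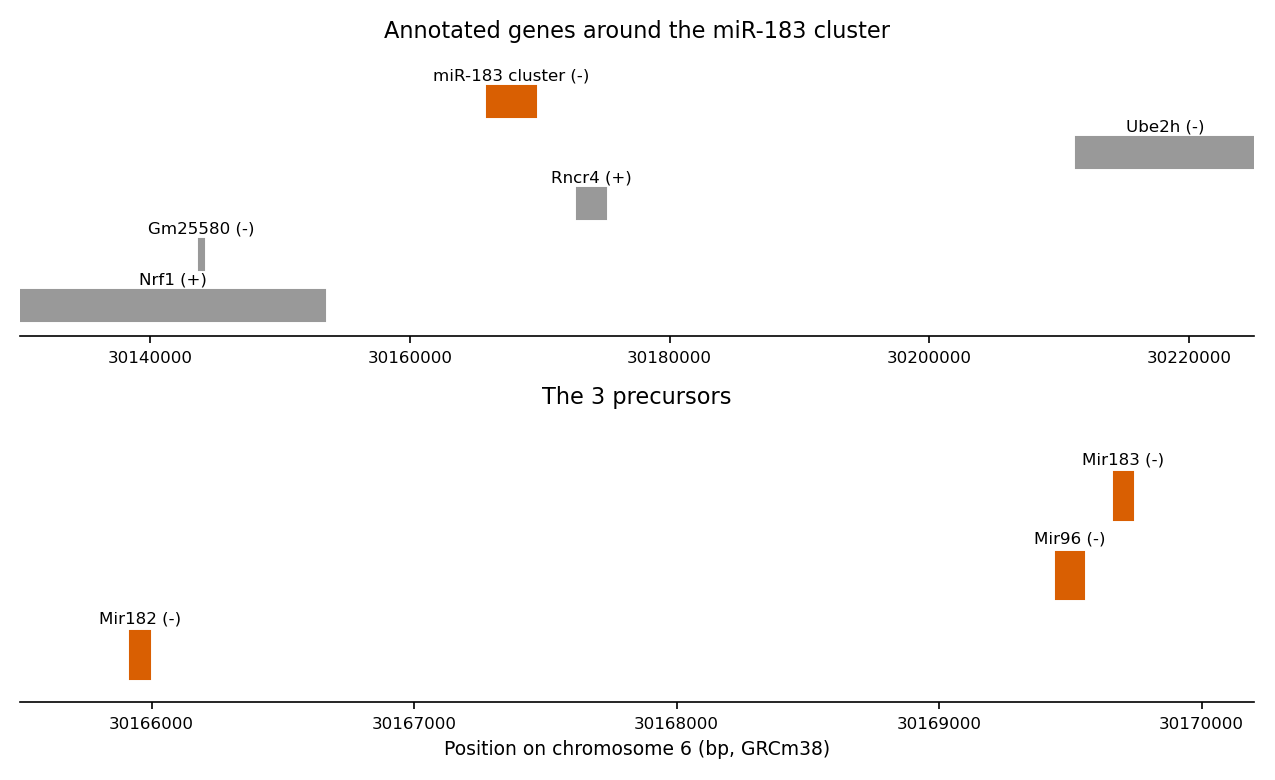
Map of the miR-183 cluster on chromosome 6 of GRCm38, with the position in bp on the horizontal axis and Mir182, Mir96, Mir183 and Rncr4 drawn to scale. Mir183 and Mir96 lie 116 bp apart, and Mir182 3453 bp from Mir96.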

**Figure 5:**
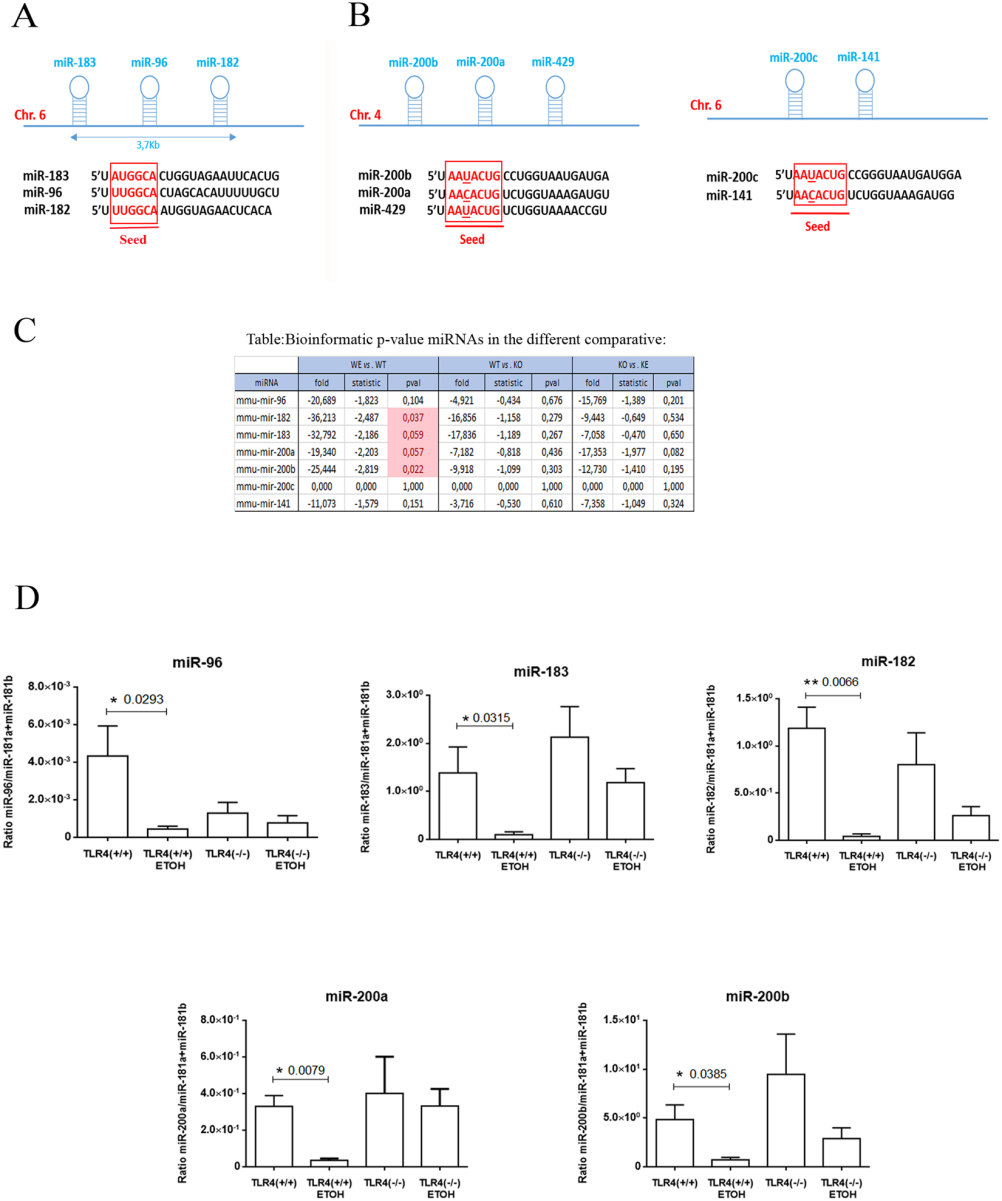
Genomic organization, structure and expression of miR-183 and the miR-200 gene clusters involved in alcohol abuse and the TLR4 immune response. (**A**) Homology sequence with a conserved seed^121^ of the miR components of the mmu-miR-183 cluster (miRs-183, -96, -182) on assembly mouse (Chromosome (Chr.) 6, Chr.7 human homolog). (**B**) The miR-200 family forms two clusters located in different genomic regions: cluster I miR-200s (miR-200b, -200a, -429) and cluster II miR-200s (−200c, −141) located in assembly mouse (Chr. 4 and Chr. 6, respectively) and divided into two functional groups based on their seed sequences^121^. (**C**) NGS data show that ethanol treatment causes a statistical significant expression (fold change, statistic, p-value (pval), p-value adjusted (padj)) of the selected miRs (miR-96, -182, -183, -200a and -200b). (**D**) The RT-qPCR shows a differential expression at the levels of miR-183, miR-182, miR-96 (miR-183C), miR-200a and miR-200b in the cortices of the ethanol-treated *vs*. untreated WT and TLR4-KO mice. n = 9–11 independent experiments. *p < 0.05, **p < 0.01 (*Student’s t-test*).

The second miRNAs group to be studied was the miR-200s family. This group of miRNAs consists of five members organized into two clusters, miRs-200b/a/429 and miRs-200c/141 (Fig. 5B). 

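On GRCm38, Mir200b (156055681 to 156055750), Mir200a (156054896 to 156054985) and Mir429 (156053905 to 156053987) lie within 1846 bp on the minus strand of chromosome 4, in introns of Ttll10. Mir200c (124718322 to 124718390) and Mir141 (124717914 to 124717985) lie within 477 bp on the minus strand of chromosome 6, in an intron of Gm15884. The sequence AATACT is found in the precursors Mir200b, Mir200c and Mir429, and AACACT in Mir200a and Mir141. Of the members on chromosome 6, mmu-mir-200c was at 0 in all 12 libraries, and mmu-mir-141 was at 21.7, 0 and 5.23 in WT and at 0 in the other 9 libraries.

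**Figure D3:**
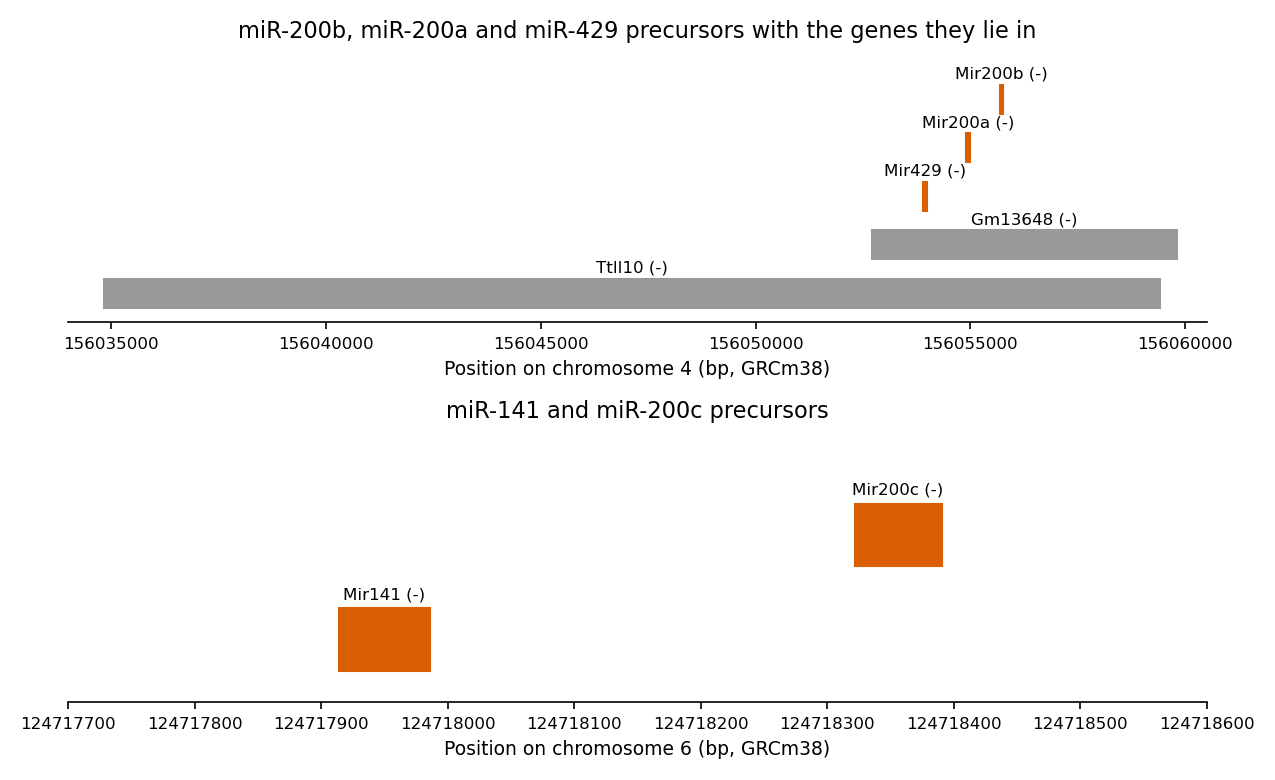
Maps of the 2 miR-200 clusters on GRCm38, with the position in bp on the horizontal axis and the precursors drawn to scale. Mir200b, Mir200a and Mir429 span 1846 bp on chromosome 4, and Mir200c and Mir141 span 477 bp on chromosome 6.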

The five miR-200s family components contain very similar seed sequences, as miR-200b/c/429 contains *AAUACU* and is located in chromosome 4, while the seed sequence of miR-200a/141 is *AACACU*, and is located in chromosome 6^45^. We therefore assessed and validated miR-183C (miR-96, -182 and -183), which is associated with neurological and autoimmune disorders^46^, and also miR-200a and miR-200b from the miR-200s family, which are involved in inflammatory pathways^47^. The data obtained by NGS and bioinformatics analysis revealed that alcohol treatment down-regulated these microRNAs (Fig. 5C). In particular, miRNA-96, miR-182, miR-183, miR-200a and miR-200b decreased -20.69-, -36.21-, -32.79-, -19.34- and -25.44 fold respectively, compared with the untreated WT controls (Fig. 5C). 

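All 5 miRNAs were lower in WT + EtOH than in WT on the deposited scale. limma called 1 of the 5, mmu-mir-96, with the adjustment over all 589 precursors, and 5 of 5 had an unadjusted p under 0.05. All 5 were called when adjusted over the list alone, with adjusted p of 0.000435 for mmu-mir-96, 0.00340 for mmu-mir-200b, 0.00760 for mmu-mir-200a, 0.0197 for mmu-mir-182 and 0.0486 for mmu-mir-183. The study chose this list on these samples, so the second count is not independent evidence. mmu-mir-182 fell by 30.5 (standard error 10.1, adjusted p = 0.227 over all precursors, exact permutation p = 0.2), to 91.7, 75.6 and 48.6 in the WT + EtOH libraries, lower than every WT library in 2 of 3. mmu-mir-183 fell by 22.7 (standard error 9.82, adjusted p = 0.387 over all precursors, exact permutation p = 0.2), to 78.0, 65.6 and 33.4, also lower than every WT library in 2 of 3. mmu-mir-200a was at 17.6, 25.7 and 21.7 in WT and at 11.0, 0 and 0 in WT + EtOH (difference −18.0, adjusted p = 0.120 from limma, exact permutation p = 0.1). mmu-mir-200b was at 12.1, 27.7 and 27.5 in WT and at 0 in all WT + EtOH libraries (difference −22.4, adjusted p = 0.0616 from limma, exact permutation p = 0.1). The recovered reads behind these values were 2374, 6840 and 4540 in WT and 1699, 315 and 32 in WT + EtOH for mmu-mir-182, but only 4, 11 and 6 in WT for mmu-mir-200a and 2, 12 and 9 for mmu-mir-200b. The direction was kept for all 5 in every alternative. Over all precursors the number called was 3 with only precursors above 0 in at least 3 libraries, 2 without WT replicate 1, 0 with these 2 groups alone and 0 in the 6 settings from Supplementary Table S4. The number adjusted over the list alone was 3 without WT replicate 2 or WT replicate 3 and 3 with these 2 groups alone. Over the 6 settings from Supplementary Table S4 it ranged from 1 as printed to 5 with voom weights.

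**Figure D4:**
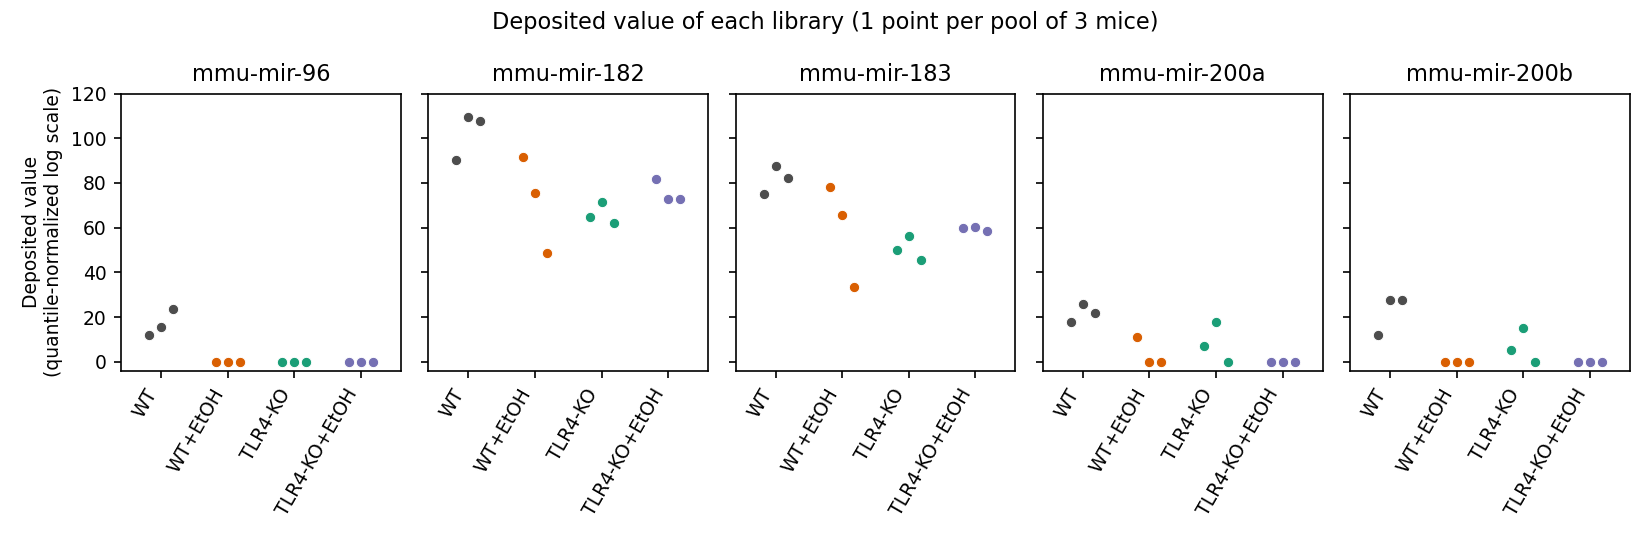
Deposited values of mmu-mir-96, mmu-mir-182, mmu-mir-183, mmu-mir-200a and mmu-mir-200b, in units of the deposited log scale, in the libraries of the 4 groups. Points are libraries. mmu-mir-200b is at 0 in the 3 WT + EtOH libraries, and mmu-mir-182 lies between 48.6 and 91.7 there.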

The validation of these miRNAs was done using new and independent RNA samples of the cortices from the WT and TLR4-KO mice, and with and without alcohol treatment, and the TaqMan miRNAs RT-qPCR analysis. The results obtained by the NGS data and the RT-qPCR validation confirmed that alcohol treatment down-regulated the miR-183C and the miR-200s family (Fig. 5D). We also confirmed that the absence of the TLR4 receptor attenuated the down-regulation effect induced by alcohol abuse.

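Within the TLR4-KO genotype, alcohol changed the deposited value of mmu-mir-96 by 0, of mmu-mir-182 by 9.65, of mmu-mir-183 by 8.87, of mmu-mir-200a by −8.21 and of mmu-mir-200b by −6.84, each with an adjusted p of 0.969 or more from limma. In all 6 settings from Supplementary Table S4, chosen after the data had been seen, all 5 were lower with alcohol in TLR4-KO, mmu-mir-182 by −9.44 and mmu-mir-183 by −7.06 in the values as printed and by −1.12 and −0.925 in log2 RPM, and limma called none of them over all precursors (lowest adjusted p 0.359). Adjusted over the list alone, mmu-mir-200a was called lower with voom weights (adjusted p = 0.00947), and none was called in any other alternative, with values up to 1. The difference of the alcohol effects, TLR4-KO minus WT, was above 0 for all 5, with 17.0 (adjusted p = 0.0553 from limma) for mmu-mir-96, 40.2 (adjusted p = 0.315) for mmu-mir-182, 31.5 (adjusted p = 0.394) for mmu-mir-183, 9.79 (adjusted p = 0.827) for mmu-mir-200a and 15.6 (adjusted p = 0.382) for mmu-mir-200b. None of the 5 was called over all precursors, and 3 had an unadjusted p under 0.05. When adjusted over the list alone 1 was called, mmu-mir-96 (adjusted p = 0.00470), on a list the study chose on these samples. That number was 2 after centring, 4 with only precursors above 0 in at least 3 libraries, 4 without TLR4-KO replicate 2, 3 without WT replicate 1, WT + EtOH replicate 1 or WT + EtOH replicate 3, and from Supplementary Table S4 1 as printed and 0 in the other 5 settings. mmu-mir-96 was called over all precursors with the share of reads on miRNAs as a covariate (0.0332), with only precursors above 0 in at least 3 libraries (0.0406), without WT replicate 1 (0.0161) and without WT replicate 3 (0.000743), and its adjusted p ranged up to 1 over the alternatives. Its deposited values were at 0 in all TLR4-KO and TLR4-KO + EtOH libraries. The difference of effects of mmu-mir-96 is therefore its fall in WT with the sign changed, and it cannot show an attenuation. For mmu-mir-200a the difference was below 0 (−0.409) from the recovered reads with voom weights. The deposited starting levels of mmu-mir-182 and mmu-mir-183 were lower in TLR4-KO than in WT, not called in the main test over all precursors. mmu-mir-182 was called with only precursors above 0 in at least 3 libraries, and both were called without WT + EtOH replicate 3. Adjusted over the list alone, which the study chose on these samples, all 5 miRNAs were called lower in TLR4-KO than in WT. The number so called was 3 with these 2 groups alone. Without WT replicate 2 or TLR4-KO replicate 3 it was 1, and 4 or 5 without any other library. From Supplementary Table S4 it was 1 as printed and 0 in the other 5 settings. Without alcohol mmu-mir-182 was at 64.6, 71.5 and 62.0 in TLR4-KO (difference from WT −36.5, adjusted p = 0.131 from limma) and mmu-mir-183 at 50.2, 56.1 and 45.6 (difference −31.0, adjusted p = 0.170 from limma). mmu-mir-200a was at 6.87, 17.8 and 0 and mmu-mir-200b at 5.23, 15.3 and 0 in TLR4-KO, and both at 0 in all TLR4-KO + EtOH libraries, where a further fall cannot be seen. Their recovered reads in TLR4-KO were 29, 2 and 0 for mmu-mir-200a and 23, 1 and 0 for mmu-mir-200b, the most of all 12 libraries in the first, and TLR4-KO + EtOH replicate 2 held 1 read of mmu-mir-200b. The recovered reads of mmu-mir-182 in TLR4-KO were 30099, 201 and 71, so that the first library held the most of all 12, while only 2 libraries have a lower deposited value. Limma called 7 precursors for a difference of the alcohol effects, and 74 had an unadjusted p under 0.05. With 1 library left out the calls ranged from 2 (without TLR4-KO + EtOH replicate 2) to 15 (without WT + EtOH replicate 1). They numbered 42 with the share of reads on miRNAs as a covariate, 3 with the replicate block, and 0 or 1 from Supplementary Table S4. The paper states the attenuation after sequencing and RT-qPCR on independent RNA samples, and the RT-qPCR was not analysed here.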

### Interactome of miR-183C and the miR-200s family

We next assessed the potential genes/proteins targeted by miR-183C and miR-200a/b that were involved in the effects of alcohol abuse and TLR4 immune response. We firstly obtained target genes of these miRNAs from DIANA-miRPath v3.0 tool and then, we used the STRING database tool to predict the protein–protein interaction network. Figure 6A shows a significant interaction between proteins (p-value < 1.0e-16), which suggests that they are biologically connected as a group. This approach revealed a core group of 25 of the 63 more connected genes that are targets of these differentially expressed miRNAs, showing an evidence-based co-expression and/or co-localization.

**Figure 6:**
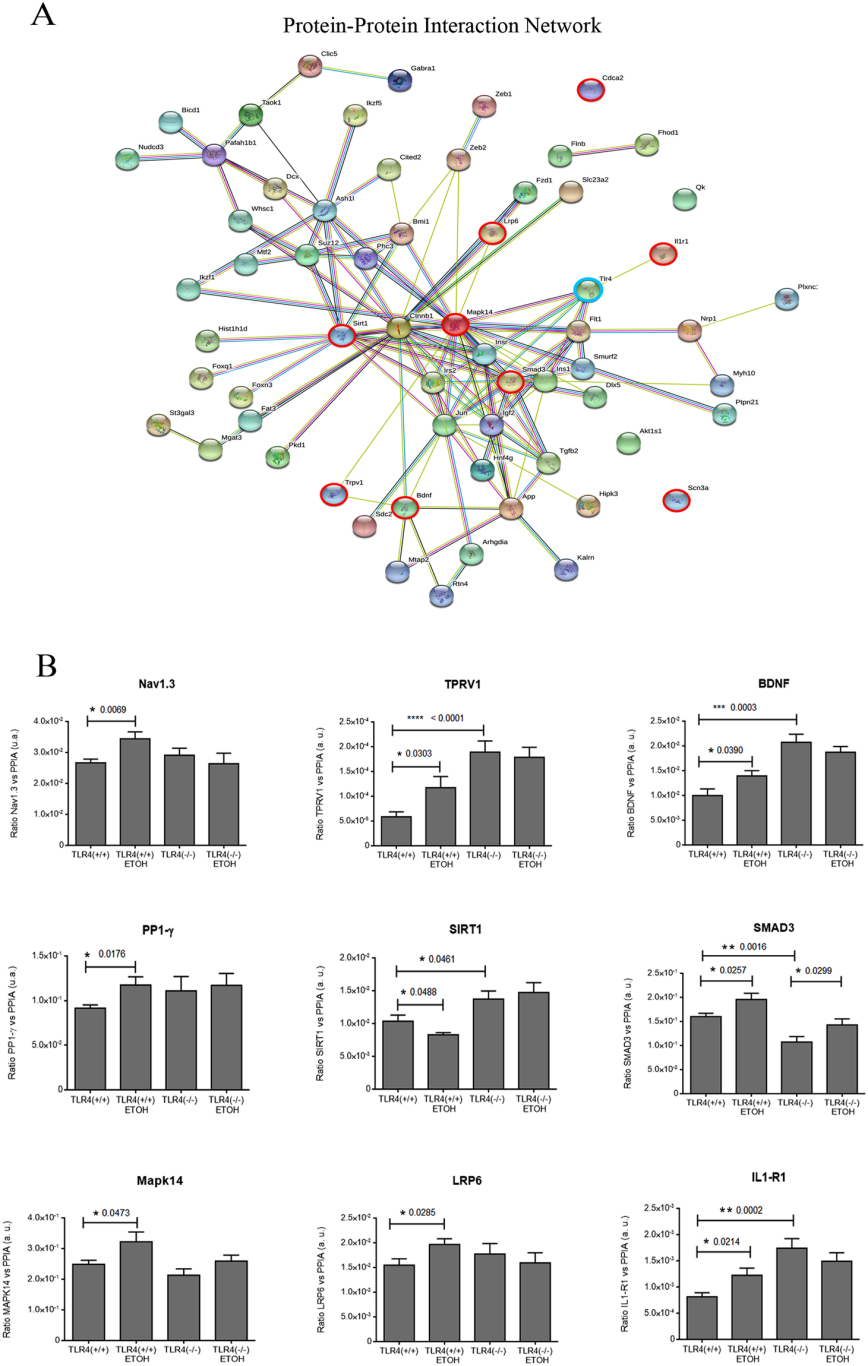
The interactome PPI (protein-protein interaction) network of miR-183C and the miR-200 family in alcohol-induced neuroinflammation in the WT and TLR4-KO mice cortex. (**A**) The diagram shows the different proteins regulated by miR183C and the miR-200 family, and the main proteins involved in alcohol effects (in red), including TLR4 (in blue). (**B**) The RT-qPCR results show the mRNA expression levels of Nav1.3, Trpv1, Bdnf, Cdca2, Sirt1, Smad3, Mapk14, Lrp6 and Il1r1. n = 10–11 independent experiments. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 (*Student’s t-test*) (**B**).

Figure 6 revealed different genes regulated by miR-183C and the miR-200s family. Among these genes, we selected Nav1.3 (Scn3a), Bdnf, Tprv1, PP1-γ (Cdca2) and Lrp6, as they are involved in inflammatory response and neuronal pathologies^48–51^. Using RT-qPCR, we observed that alcohol treatment up-regulated the Nav1.3 expression mRNA levels in the WT mice cortices, but this up-regulation was not observed in the TLR4-KO mice (Fig. 6B). Alcohol treatment also up-regulated the mRNA expression levels of sodium channel Tprv1 in the WT mice, but did not affect the levels in TLR4-KO. However, the absence of the TLR4 receptor increased the Tprv1 gene expression levels in the cortex compared with the levels in the WT, indicating a genotype effect.

We next evaluated the expression of PP1-γ, Bdnf and Lrp6, which were also directly regulated by miR-183C. In particular, PP1-γ is a ubiquitous phosphatase in the CNS that participates in many brain functions by influencing the epigenetic state of these genes, particularly through post-translational modifications of histone proteins^52^ and the LRP6 gene, a low-density lipoprotein receptor-related protein 6 involved in endocytic processes^53^ and the modulation of inflammation via the WNT/β-catenin signaling pathway^49^. The results in Fig. 6B show that PP1-γ expression only increased in the cortices of the chronic alcohol-treated WT, but not of the TLR4-KO mice. In addition, chronic alcohol treatment significantly increased the levels of Bdnf and Lrp6 in the WT, but not in the TLR4-KO mice compared with their counterparts. However, we noted genotype differences in the expression levels of Bdnf.

We also checked Smad3, Sirt1, Mpak14 and Il1r1 as these genes are involved in neuroinflammatory signaling pathways and regulated by the miR-200a/b family. SIRT1 is involved in apoptosis processes, whereas SMAD3 has been associated with the TNF-α pathway^54^. Alcohol treatment increases the gene expression of Smad3 in the cortices of both the WT and TLR4-KO mice, while the same alcohol treatment reduced the gene expression of Sirt1 in the WT, with no effects on the TLR4-KO mice. We also observed that alcohol treatment up-regulated the gene expression of Mapk14 and the Il1r1 receptor in the cortices of the alcohol-treated WT mice, with no significant effects on TLR4-KO noted with the same alcohol treatment (Fig. 6B). It is noteworthy that the basal mRNA levels of Il1r1 were higher in the cortices of the TLR4-KO than in the WT mice, which suggests some genotype effect that might compensate the absence of TLR4.

### The functional enrichment of the miR-183C and miR-200a/b family target genes identified the molecular pathway networks in alcohol abuse

We next performed a complementary analysis to further establish the main biological functions and key pathways involved in alcohol abuse, TLR4 immune response and miR-183C/miR-200s family (Fig. 7). For this objective, the STRING bioinformatic tool was used to perform the functional enrichment. The Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis are major processes used to investigate the gene groups that participate in common biological responses or acquire related functions. The KEGG pathway enrichment analyses show that the top 15 pathways were enhanced, including the MAPK-, AMPK-, FoxO-, TGF-beta- and Wnt- signaling pathways, endocytosis processes, non-alcoholic fatty liver disease and viral infection, among others (Fig. 7A). Moreover, the enriched GO terms selected the top 20 enriched biological processes, such as cellular response to alcohol, bacterial invasion, apoptosis, MAPK cascade regulation, canonical Wnt signaling pathway, microglial cell activation and histone modification, etc. (Fig. 7B).

**Figure 7:**
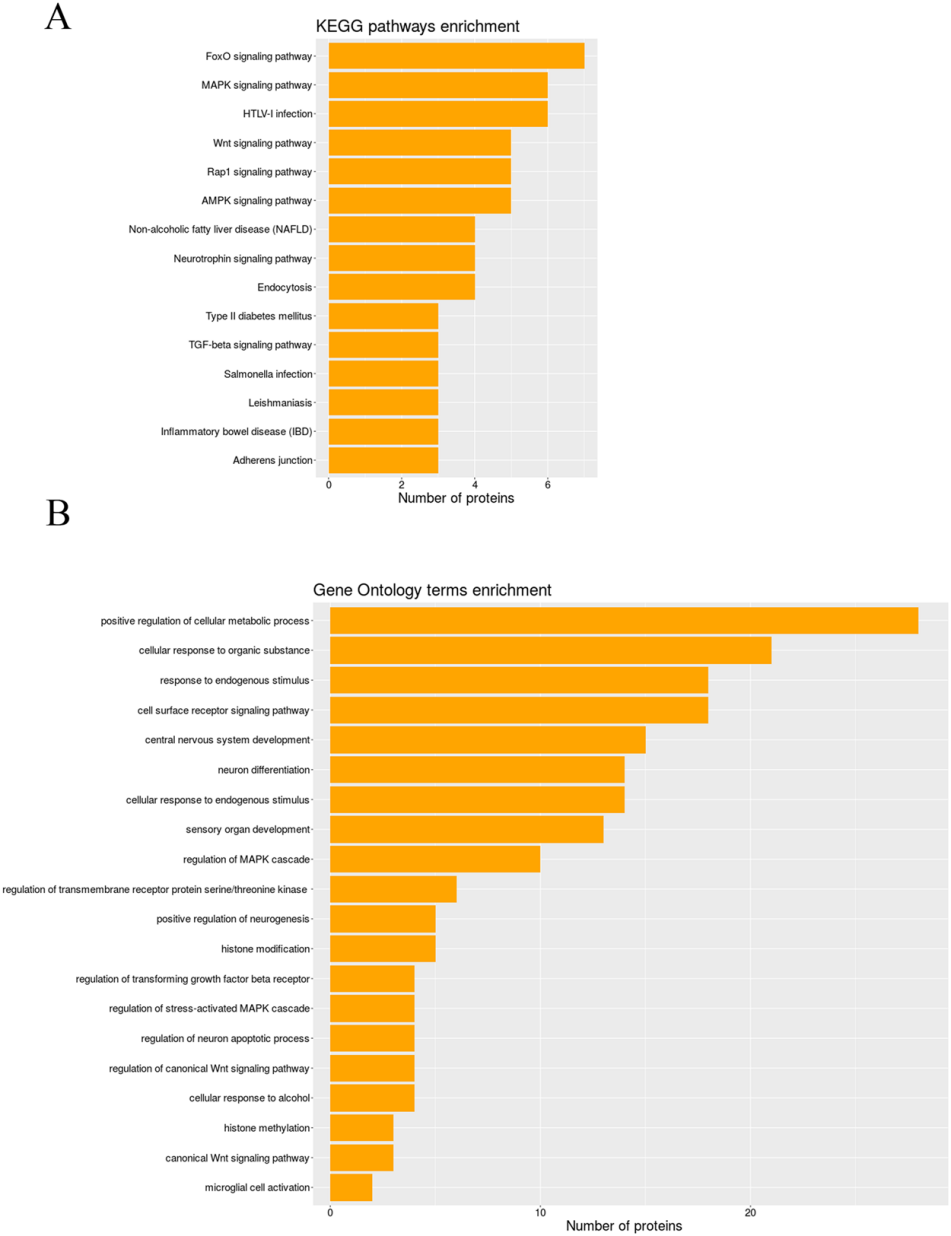
KEGG pathway and GO enrichment analysis of the differential expressed miR-183C and the miR-200s family in alcohol abuse. (**A**) The top 15 most enriched KEGG pathways are shown. All the coding functions are annotated against the KEGG database of miR-183C and miR-200s family, which show regulatory pathways, including the functional networks of these clusters. (**B**) The top 20 enriched GO framework were calculated and plotted and showed the molecular gene functions associated with biological processes and their relationships with miR-183C and the miR-200 family.

The above functional pathways (Fig. 7) are highly involved in the regulatory role of miR-183C and the miR-200s family in chronic alcohol abuse. Indeed there is evidence to indicate that miR-200b/c exerts a protective effect by targeting ZEB1/2, which may be associated with the inhibition of the p38 MAPK and TGF-β/Smad3 signaling pathways^55^. We also observed that other important pathways, such as the FoxO and MAPK signaling pathways, were retrieved, play important roles in apoptosis and neuron development functions, and are regulated by some evaluated genes, such as Mapk14, Sirt1, Smad3 and Bdnf. Additionally, TRPV1 stimulation has been shown to lead to the activation of microglia and astrocytes^56^, and the induction of TRPV1 in sensory neurons is also associated with mechanical hypersensitivity after nerve injury via c-Jun N-terminal kinase (JNK) and p38 MAPK^57^.

Furthermore, pathway interactions are observed in Table 6-S, and specifically some of these pathways might interact through a gene or a combination of genes. For instance, the MAPK- and FOXO- signaling pathways might interact via phospho-P38 (MAPK14). The detailed information of the genes enrichment in the KEGG pathways and GO terms is provided in supplementary Table S7.

In short, the results highlight that the regulatory gene-processes controlled by both miR-183C and the miR-200s family are directly involved in the TLR4 innate immune signaling response associated with neuroinflammation and brain damage.

## Discussion

We and others have demonstrated the critical role of the innate immune system and the TLR4 signaling response in ethanol-induced neuroinflammation^14,20^ and neurodegeneration associated with neural death^14^, myelin disruption^58^ and impairment in the proteolytic pathways (ubiquitin-proteasome and autophagy-lysosome)^59^. As miRNAs are important regulators of gene expression, and play a key role in neurodegenerative diseases^60^, immune response and neuroinflammation^61^, our goal was to evaluate the potential modulatory role of miRNAs in the alcohol-induced immune TLR4 response and neuroinflammation in the cerebral cortex. By conducting NGS along with bioinformatics to identify the miRNAs affected by chronic alcohol consumption and the role of TLR4 response in the mouse cerebral cortex, we identified some miRNAs that were differently expressed in the cortices of the chronic alcohol-treated mice, targeted neuronal excitability, TLR4 signaling response and inflammation. In particular, we identified a set of miRNAs clusters, miR-183C (miR-183, -96, -182) and the miR-200s family, which regulate target genes such as MAPK and IL1-R1, and were up-regulated in the cerebral cortices of the WT mice, but not in TLR4-KO. These findings indicate the specific role of TLR4 signaling in alcohol-induced miRNAs expression.

MiRNAs are abundantly expressed in the brain^60,62,63^ and play a major regulatory role in gene expression due to the ability of a single miRNA to bind multiple mRNAs^64^ by allowing the cell to quickly adapt to new environments. Several studies have demonstrated that alcohol abuse deregulated miRNAs, and changes in miRNAs have been identified in post-mortem frontal cortices and other regions of human alcoholics^18,65^, and even in the cortices of alcohol-dependent mice^17,66–68^. For instance, miR-152, let-7, mirR-15, miR-140 and miR-7, among others, have been detected in the prefrontal cortices of human alcoholics and mice with chronic alcohol consumption^18^. Our study also identified several miRNAs (miR-183C, miR-96, miR-451, miR-200, miR-182, miR-146, miR-127 and let-7b) that were up-regulated in mice cerebral cortices in early stages of alcohol dependence^17^, while we observed the down-regulation of these miRNAs after chronic alcohol consumption, except the let-7b that was up-regulated. Adaptations of miRNAs after long-term alcohol intake (5 months *vs*. a short term of 20 days), along with differences in both the alcohol paradigm and the methodology used to assess miRNAs (NGS *vs*. microarrays)^69^, might explain the observed differences. Other miRNAs, such as miR-411, have been associated with alcohol consumption^70^, while microglia-derived let-7b has been suggested to contribute to alcohol-induced neuroimmune pathology^71^. A recent study using microarrays from amygdala synaptoneurosomes (SN) of chronic alcohol drinking mice and a bioinformatics analysis^16^ has identified some microRNA–mRNA synaptic interactions that could participate in the aberrations in synaptic plasticity in alcoholics. This study also identified the alcohol-responsive miRNAs that were correlated with astrocytic, microglial and neuronal modules^16^. Unfortunately by using our experimental approach and the all cerebral cortices, we were unable to detect the ethanol-sensitive miRNAs, associated with synaptoneurosomes, glial cells or neurons, as previously reported. Nevertheless, our main aim was to identify the cortical miRNAs associated with neuroinflammatory actions of alcohol linked to the TLR4 signaling response.

Using high-throughput data, along with an integrated bioinformatics analysis of the mice cortex, we identified that the 50% of the raw miRNA in our samples corresponded to seven miRNAs (mmu-miR-181a, mmu-miR-26a, mmu-miR-125a, mmu-miR-30d, mmu-miR-125b, mmu-miR-486a and mmu-miR-486b). Some of these miRNAs, such as miR-181a, have been linked to the pathogenesis of multiple sclerosis and TNF-α signaling^72,73^, or miR-125 that controls functional synaptic integration and is involved in the modulation of innate immune signaling^74,75^. However, when the differential expression of the miRNAs associated with chronic alcohol treatment was evaluated, we noted that while 14 miRNAs were down-regulated, seven were up-regulated compared to the alcohol-treated and untreated WT mice. In the other comparisons, we observed that nine miRNAs were up-regulated, but only one miRNAs were down-regulated between the TLR4-KO + EtOH and TLR4-KO mice, with alcohol having less influence on mice with no receptor (see Table 5-S).

Consequently, although we obtained several miRNAs that were deregulated by chronic alcohol abuse, when we looked at the raw and fold changes in the differentially expressed miRNAs by alcohol treatment, we identified and focused our study on the cluster miR-183C (miR-182/96/183), which was down-regulated in the cerebral cortices of the WT mice, but no significant differences were noted in the TLR4-KO mice, although a genotype effect was observed in some miRNAs (e.g. mmu-miR-96). Interestingly, the cluster miR-183C represents a gene family with a homology sequence^46^ that is involved in several pathologies, such as autoimmune diseases^76^, neurological and neurodegenerative disorders^77,78^, neuropathic pain^79^ and retinal degeneration^80^. Notably, the miRNAs that make up this aforementioned cluster, miR-183C, were also deregulated in the mouse frontal cortex in early alcohol addiction stages^17^.

Our results further demonstrated that chronic alcohol intake down-regulated the miR-200s family (miR-200a/b) in the cerebral cortices of the WT mice, while the same alcohol treatment only significantly affected the expression levels of these miRNAs in the cortices of the TLR4-KO mice. The miR-200s family is involved in the TLR4/NF-κB inflammatory signaling pathway^81^, modulates microglia-induced neuroinflammation *via* the cJun/MAPK signaling pathway^82^, and also plays a role in neuropathic pain^83^. Therefore, some authors have described the induction of the genes related with neuroimmune disorders^84,85^, microglial activation and neuroinflammation^14,86^, TLR4/NF-κB inflammatory signaling^11,14^ and neurodegeneration^85^, as observed in humans and animal models with chronic alcohol abuse. Therefore, the down-regulation of miR-183C and the miR-200a/b family is expected to trigger the above processes. Other studies have further demonstrated that the induction of miR-155 in the cerebellum of mice with chronic alcohol intake contributes to neuroinflammation. Notably, these effects were dependent on the TLR4 response because alcohol-fed TLR4-KO mice were protected from the induction of microglia miR-155, which supports the role of the TLR4 signaling response in alcohol-induced neuroinflammation^20^.

Evidence indicates that the miR-200s family and miR-183C can work together. Indeed the STRING database tool predicted a common protein–protein interaction network (Fig. 6A). These miRNAs family members coordinate neural induction from human embryonic stem cells^87^ by contributing to the end-point of prion disease^88^, or to brain damage after virus infection^47^. MiR-200 and miR-182 also participate in ischemia by up-regulating their expression after ischemic preconditioning and being neuroprotective in later stages^89^.

MiRNAs have the ability to affect different targets by base pair complementarity^90^. When we looked at the targeted-genes regulated by both clusters, miR-183C and the miR-200s family, and by using a functional-enrichment that allowed us to identify classes of genes that are over- or infra-represented in associated pathologies (see Fig. 6), we selected some target genes that were regulated by miR-183C, such as Nav1.3, BDNF and TPRV1. Consequently, we found that chronic alcohol abuse increased the expression of these genes in WT mice cortices, with minor changes in TLR4-KO compared with the untreated control mice.

Early studies also have demonstrated that a high anesthetic alcohol concentration inhibits sodium channel Nav1.3^91^, although lower alcohol levels, which occurs in chronic alcohol treatment, can promote adaptation by increasing its expression levels since the up-regulation of Nav1.3 is associated with traumatic brain injury severity in rats^92^. The other gene is vanilloid receptor TRPV1, a multimodal ion channel of afferent neurons that seems to play a role in hyperalgesia associated with inflammation^93,94^. Alcohol potentiates the response of TRPV1, while the studies of Hirota *et al*. suggest alcohol-induced sensory responses of inflamed tissues^95^. This channel is also involved in specific behavioral actions of alcohol as the deletion of TRPV1 in mice alters behavioral effects of alcohol^96^.

Another target gene regulated by miR-183C is BDNF, an important modulator of synaptic plasticity that is associated with signaling mechanisms and acts in specific brain circuitry by regulating synaptic plasticity related to alcohol drinking behaviors^97^. Indeed miR-206 in medial frontal rat cortices has been suggested to regulate BDNF and alcohol drinking^98^, while BDNF polymorphism increases compulsive alcohol drinking in mice^99^. It was noteworthy that the levels of BDNF mRNA were not affected by ethanol treatment in TLR4-KO mice since these mice had higher BDNF levels than the WT mice, which indicates some genotype differences. As BDNF is a neuroprotective agent^100,101^, an increase in this trophic factor might confer some protection against ethanol-induced neuropathology, as reported in previous studies^14,58^, but does not affect alcohol drinking behavior^102^.

Likewise, LRP6 is a Wnt-protein binding regulated by miR-183 that contributes to regulate gluconeogenesis, insulin secretion and diabetes^103^. LRP6 is a component of the Wnt-Fzd-LRP5-LRP6 complex that triggers the Wnt/β-catenin signaling pathway, which can modulate the TNF-α-induced inflammatory response. Indeed Wnt- and NF-kB-signaling are inter-connected because recombinant Wnt proteins induce NF-kB nuclear translocations and their target DNA binding^49^. Some studies indicate that prenatal alcohol exposure suppresses Wnt signaling in differentiating human NSC by contributing to fetal alcohol spectrum disorders^104^, although we found that LRP6 increased in the cortices of the chronic alcohol treated-WT mice (Fig. 6B). Other functions denote LRP6 as a cell surface endocytosis receptor^53^, which has also been associated with Alzheimer’s disease^105^.

Finally, protein phosphatase PP1-γ is a ubiquitous phosphatase in the brain that participates in many functions, including regulation of the genes involved in memory formation by influencing the epigenetic state of these genes through post-translational modifications of histone proteins^52^. Recent findings have shown that PP1-γ involves miR-183C and its selective regulation during memory formation^106^. Strikingly, a recent study into human alcohol binge-drinking indicates that inhibition of PP1-γ correlates with the suppression of TLR4/TRIF activation in macrophages^107^. An association has also been found between hypermethylation in other nuclear gene phosphatases, such as the PPM1G gene locus, and early escalation of alcohol use and impulsiveness in individuals with alcohol-use disorders^108^.

The present findings provide further evidence that the genes regulated by the miR-200a/b family, such as SIRT1, MAPK14, SMAD3 and IL1-R1, are up-regulated in the cortices of WT mice with chronic alcohol consumption, and have little or no significant effect on their expression in alcohol-treated TLR4-KO mice cortices, although IL1-R1 expression shows some genotype effects, as revealed by this receptor’s increased gene expression, which might occur to compensate the absence of TLR4. These target genes are suggestive of being important in the modulation of alcohol actions on the brain, and are involved in neuroimmune signaling and circadian rhythm. For instance, p38 MAPK (MAPK14) is involved in TLR4/IL-1R1 pathways, and leads to pro-inflammatory cytokines production^109^. Several studies indicate that the p38 MAPK signaling pathway regulates alcohol-induced neurodegeneration^110^. Similarly, alcohol activates IL1-R1^111,112^ by triggering the same signaling pathways as the TLR4 response. Indeed, TLR4 leads to the production of cytokines and inflammatory mediators, which participate in neuroinflammation, brain damage and behavioral response associated with alcohol consumption^11,14,113,114^. The administration of anti-inflammatory compounds or blocking TLR4 greatly ameliorates the neuroinflammatory effects of alcohol^115,116^. Chronic alcohol intake also increases IL-1β in the brain^14,20^, and genetic polymorphisms in IL-1β and IL-1RN (antagonist) are associated with the risk of alcohol dependence in humans^117,118^.

Another gene regulated by the miR-200s family is SIRT1, which encodes a family of highly conserved NAD^+^-dependent deacetylases that act as cellular sensors to detect energy availability and to modulate metabolic processes. SIRT1, the best-studied member of the mammalian sirtuins, is expressed in the brain and is a crucial component of the multiple interconnected regulatory networks that modulate dendritic and axonal growth. SIRT1 modulates synaptic plasticity through the regulation of BDNF^119^, being also a neuroprotector against aging and controlling the energy metabolism and circadian rhythm^120,121^. Accordingly, some studies demonstrate that alcohol interacts with circadian rhythm by affecting the biological clock, while some genes, like PER2, promote alcohol consumption^122^. Alteration to several circadian clock genes has been reported in chronic alcoholics^123^. Strikingly, we observed how TLR4-KO showed some genotype effects since the SIRT1 levels were higher than in the WT mice. Higher levels of both BDNF and SIRT1 in TLR4-KO mice could promote protection against ethanol-induced neuropathological changes.

In summary, the present results highlight new putative miRNAs in the cerebral cortex that are involved in alcohol-induced neuroinflammation and the TLR4 signaling response. The NGS data reveal that miR-183C and the miR-200s family could modulate the neuroinflammatory pathways associated with alcohol abuse. We further present enriched GO and KEGG functional networks analyses that open up possible new therapeutically gene targets to prevent the deleterious effects of alcohol abuse linked to the TLR4 immune response in the brain.

## Electronic supplementary material

Legends Supplementary Tables

Supplementary Tables 1S-7S

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus^124^ and are accessible through GEO Series accession number GSE120373 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=).

How the deposited data were processed for this re-analysis (not part of the article)

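Small RNA libraries of the cortex of WT and TLR4-KO mice, with and without 5 months of 10% (v/v) ethanol, were analysed, 3 libraries per group and 12 in all, each from a pool of 3 mice (36 mice). According to the Methods, the authors trimmed adapters with Cutadapt, mapped the reads to non-coding RNA databases, removed alignments of low quality, counted reads, normalized by the trimmed mean of M values and tested with a negative binomial model in edgeR. The genome build and the miRBase release are not named in the paper's text.

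The deposited table holds 589 precursors, and its unit is a score that the authors derived from the reads by a scaled logarithm and a quantile normalization between libraries, as tested on the values: each library has the same highest value (135), the values are drawn from the same set of levels, and 0 is kept at 0. The values are not whole numbers, so that no count model was run. 265 precursors are at 0 in all libraries, 324 above 0 in at least 1, and 190 above 0 in all 12. Depth is known from the paper's tables only. Supplementary Table S2 gives 41461124 trimmed reads over the 12 libraries, and by Supplementary Table S3 a mean of 15.3% of the reads of a library were on miRNAs. The share of reads of the most abundant miRNAs had been planned only for a table that holds reads, and it is not reported from the deposited values.

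Reads were recovered from Supplementary Table S4, whose values were found to equal a factor per library times log2(reads + 1) divided by a length class of 22, 23 or 25. All 2162 values under 100 reads that could be tested came within 0.05 of a whole number of reads. The class was chosen per precursor so as to make its values whole, and for 7 precursors with many reads, where wholeness does not decide, it was set by hand (mmu-mir-181a-1, mmu-mir-181a-2, mmu-mir-26a-1, mmu-mir-26a-2, mmu-mir-125b-1, mmu-mir-125b-2 and mmu-mir-125a), so that this closeness is not an independent check. The recovered reads sum to 2611885. The 5 values of mmu-mir-96 in the TLR4-KO groups are whole numbers off the scale of that table and were taken as reads. Reads of small RNA libraries without molecular identifiers are not independent molecules, and the recovered numbers carry counting error beside the spread between pools.

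The main test was limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with default settings) on the deposited values as they stand, with 1 mean per group, all 12 libraries and no covariate. It made 4 comparisons of groups and added a contrast for the difference of the alcohol effects, TLR4-KO + EtOH minus TLR4-KO, less WT + EtOH minus WT, each with a Benjamini-Hochberg adjustment over the 589 precursors and a threshold of 0.05. The prior degrees of freedom were 0.308 and the total 8.31. For the miRNAs of Fig. 5C the p values were also adjusted over the list of 5 alone, and two-sided exact permutation tests of the difference of means were made with scipy 1.17.1 in Python 3.11.15, with numpy 2.4.6 and pandas 2.3.3. Detection meant a value above 0 in at least 1 library of a group, and a group-specific precursor was at 0 in the other 9 libraries. Stability was ranked by the SD over the 12 libraries among the precursors above 0 in all of them. Figures were drawn with matplotlib 3.10.9. Positions were taken from the GENCODE M21 annotation of GRCm38.

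The named miRNAs are those that the text of the Results or Figs 2A, 2C, 2D, 3, 4 and 5C name, and for each contrast the 5 with the smallest p among those called. The values of Supplementary Tables S4 and S6 had been seen when this rule was written. mmu-mir-490 was named after its values were seen.

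The comparisons, the main test and these alternatives were set before the data were examined: quantile normalization of the deposited values, centring of each library on the mean of its miR-181a and miR-181b values, only precursors above 0 in at least 3 libraries (285), only the 2 groups compared, replicate number as a block, the share of reads on miRNAs as a covariate, precursor copies whose values differ by at most 1% in every library merged (578 left), robust eBayes and each library left out in turn. When 1 library is left out, its group keeps 2 libraries and shares the spread of the others. Chosen after the data had been seen were 6 settings that use Supplementary Table S4 in place of the deposited values: its values as printed, its values after quantile normalization, log2 of reads scaled to the same total per library (RPM) with 0.5 or with 5 added (limma with trend), voom weights, and RPM with the share of reads on miRNAs as a covariate. Log2 RPM with 0.5 added was also fitted with the replicate number as a block, for the numbers of calls only. Detection was also counted from Supplementary Table S4, with at least 5 reads, and with reads thinned to the smallest library (96713).

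The test was tried on simulated data of 589 precursors with the observed spread, in which 60 precursors changed. Of 30 changed by 3 SD it recovered 19, 19, 20 and 17 in the 4 comparisons, and of 30 changed by 6 SD 30, 29, 30 and 30. False calls numbered 3, 1, 3 and 1. For the difference of effects it recovered 52 of 60 with 0 false calls, and 0 calls were made without any change. Libraries with the same replicate number were checked for pairing by 18 correlations of their deviations from the group mean, which lay between −0.109 and 0.153 in the deposited values with 10 above 0.1, and between −0.0898 and 0.765 in the recovered reads with 12 above 0.1. In the deposited values all pairs of TLR4-KO and TLR4-KO + EtOH were above 0.1 (0.133, 0.101 and 0.153), and in the recovered reads all pairs between WT + EtOH, TLR4-KO and TLR4-KO + EtOH, highest for replicate 1 (0.660 to 0.765). The main test was unpaired all the same, and its p values for comparisons among these 3 groups leave such a pairing out. In the alternatives the replicate number entered as a block over all 12 libraries. In neither table were all pairs with WT above 0.1. The paper and the labels do not say what a replicate number shares.

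RT-qPCR, target genes and pathway results have no values in the deposited table and were not analysed here. Lists of miRNAs of the pineal gland, choroid plexus, olfactory bulb, pituitary and red blood cells were written before the deposited values were opened.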

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

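The tests of other splits of the libraries, with and without the replicate block, of single reads and of the scale of the normalization were chosen only after these results were seen, as were the settings from Supplementary Table S4, while the test of the difference between the alcohol effects had been planned.

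For 7 precursors the alcohol effect differed between TLR4-KO and WT at an adjusted p under 0.05 from limma. The difference of the effects, TLR4-KO minus WT, was 4.56 for mmu-mir-6952 (adjusted p = 0.000305), −4.56 for mmu-mir-125b-2 (0.000730), −11.9 for mmu-mir-744 (0.0258), −4.43 for mmu-mir-125a (0.0280), 5.54 for mmu-mir-3087 (0.0280), 18.4 for mmu-mir-344d-3 (0.0280) and −9.93 for mmu-mir-351 (0.0416). In 100 regroupings of the libraries, only the real one gave 7 calls or more (1 of 100), and the others gave at most 5, but this does not exclude chance: if deposited values were moved toward the other replicates of their group (smallest gain in rank correlation 0.0173), the real groups are favoured over any regrouping. With the replicate number as a block the number was 3, which 4 of 100 regroupings within the replicate numbers reached, with up to 6 calls in the others. The block left mmu-mir-744, mmu-mir-3087, mmu-mir-344d-3 and mmu-mir-351 at adjusted p from 0.0517 to 0.0573. The number was 2 without TLR4-KO + EtOH replicate 2, 3 without WT + EtOH replicate 3 or TLR4-KO + EtOH replicate 1, 4 without WT replicate 2, WT replicate 3, WT + EtOH replicate 2 or TLR4-KO replicate 2, and 15 without WT + EtOH replicate 1. From Supplementary Table S4 it was 0 in 4 settings, with 5 to 19 at an unadjusted p under 0.05, and 1 after quantile normalization and with voom weights.

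At least 2 of these precursors were at the limit of detection. mmu-mir-6952 had at most 1 recovered read in any library, as predicted if single reads lie behind its small p, and WT replicate 2 has a deposited value of 4.23 with 0 reads and WT + EtOH replicate 2 a deposited value of 0 with 1 read. It was at 0 in all TLR4-KO and TLR4-KO + EtOH libraries, so its difference of effects is its fall in WT with the sign changed. mmu-mir-3087 also had at most 1 read in a library, and 1 read each in WT + EtOH replicate 1 and TLR4-KO replicate 1, where its deposited value is 0. Its call was made without WT + EtOH replicate 1, TLR4-KO + EtOH replicate 1 or TLR4-KO + EtOH replicate 3 and lost without any 1 of the other 9 libraries, at adjusted p up to 0.0894. With so few reads, a presence in all 3 libraries of a group is weak evidence, and the deposited scale does not carry that uncertainty.

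For mmu-mir-125b-2 and mmu-mir-125a, the authors' length scaling and normalization offers a candidate explanation. mmu-mir-125b-1 and mmu-mir-125b-2 have the same recovered reads within 0.152% in each library, in which the length classes of both had been set by hand, yet mmu-mir-125b-2 was called with alcohol and mmu-mir-125b-1 was not (difference 1.65, adjusted p = 1). In the top ranks many libraries share the same level of the deposited scale (115 for mmu-mir-125b-2 in each WT + EtOH library), which makes the spread small. mmu-mir-125b-2 was called without any 1 library. With only precursors above 0 in at least 3 libraries, the adjusted p was 0.149 for mmu-mir-125b-2, 0.148 for mmu-mir-6952, 0.157 for mmu-mir-125a and 0.128 for mmu-mir-3087, and after centring on miR-181a and miR-181b 0.258 for mmu-mir-6952, 0.154 for mmu-mir-125a and 0.267 for mmu-mir-3087, which quantile normalization put at 0.145. Of the 7 precursors 0 were called in all of the settings planned beside leaving out a library, and over all alternatives the adjusted p reached 1. mmu-mir-125a was called without any 1 of 6 libraries and lost without WT + EtOH replicate 2 (0.0709), WT + EtOH replicate 3 (0.0855), TLR4-KO replicate 2 (0.0766), TLR4-KO replicate 3 (0.0575), TLR4-KO + EtOH replicate 1 (0.0657) and TLR4-KO + EtOH replicate 2 (0.0894).

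For mmu-mir-744, mmu-mir-351 and mmu-mir-344d-3 no technical explanation was tested. mmu-mir-344d-3 was also low outside TLR4-KO + EtOH (19.4, 18.1 and 11.0 there). Its deposited values in WT, 4.20, 4.23 and 5.23, equal those of mmu-mir-6952, and most in WT + EtOH and TLR4-KO are at 0. mmu-mir-744 was lost without WT replicate 2 (0.0549), WT replicate 3 (0.0620), TLR4-KO + EtOH replicate 1 (0.0645) and TLR4-KO + EtOH replicate 2 (0.0894). mmu-mir-351 was called without WT replicate 1 and lost without any 1 of the other 11 libraries (up to 0.106), and mmu-mir-344d-3 was called without WT + EtOH replicate 1, TLR4-KO replicate 1 or TLR4-KO + EtOH replicate 3 and lost without any 1 of the other 9 (up to 0.0894). Over the settings from Supplementary Table S4, mmu-mir-344d-3 was called after quantile normalization (0.0297), and mmu-mir-744 and mmu-mir-351 in none (lowest adjusted p 0.994), with values over all alternatives up to 1. A different response to alcohol in mice without the receptor is the explanation the design offers, and it stays open and untested beyond these libraries.

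mmu-mir-125a was called between WT + EtOH and WT (difference 4.22, adjusted p = 0.00437, higher in 3 of 3 libraries) and is not among the miRNAs the paper lists for this comparison. The call was lost after centring (0.0723), with only precursors above 0 in at least 3 libraries (0.0794) and with these 2 groups alone (0.0922), and it was made without any 1 library (up to 0.0230). The same levels of the scale apply to it as to mmu-mir-125b-2. From Supplementary Table S4 its difference was −1.61 as printed and was not reversed in the other settings, with an adjusted p of at least 0.998 in the 6 settings. An effect of alcohol and the authors' length scaling and normalization (0.152% for the miR-125b copies) both stay open.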

How the results depend on the processing

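The settings from Supplementary Table S4 were chosen only after the results were seen, and the other settings had been planned.

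With the other settings on the deposited values, no named result changed direction. Of 378 such values of 39 named results, in which leaving out a library enters only with its lowest and its highest difference, 54 were no longer called, 15 were called only there, and 0 reversed. Over each library left out, 104 of 324 values of the 27 named results with a call were no longer called. The 2 precursors mmu-mir-6952 and mmu-mir-125b-2 were called between WT + EtOH and WT in all of these settings.

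With the share of reads on miRNAs as a covariate, the calls rose to 46 between WT + EtOH and WT, 48 between TLR4-KO and WT, 5 between TLR4-KO + EtOH and WT + EtOH and 42 for the difference of the alcohol effects, and the cause was not tested. With only precursors above 0 in at least 3 libraries they were 21, 31 and, for the difference of effects, 13, where fewer precursors were adjusted for and the spread was estimated without those mostly at 0. With the 2 groups compared alone, which leaves fewer libraries, they were 0 for both comparisons of TLR4-KO + EtOH. Replicate number as a block gave 13 calls between WT + EtOH and WT (4 higher and 9 lower, against 6 and 4 without it), 3 between TLR4-KO + EtOH and TLR4-KO with mmu-mir-3087 and mmu-mir-344d-3 among them (adjusted p = 0.0335 each), 2 between TLR4-KO + EtOH and WT + EtOH, where mmu-mir-299a was lost (adjusted p = 0.184, over all alternatives up to 1), 24 between TLR4-KO and WT and 3 for the difference of effects, quantile normalization 0 between TLR4-KO + EtOH and TLR4-KO and 1 between TLR4-KO + EtOH and WT + EtOH, and centring on miR-181a and miR-181b 0 between TLR4-KO + EtOH and TLR4-KO and 12 for the difference of effects. The cause was not tested. Without 1 library, the calls ranged from 4 to 18 between WT + EtOH and WT (lowest without WT replicate 2, highest without TLR4-KO replicate 1), from 11 to 22 between TLR4-KO and WT (lowest without WT replicate 3 or TLR4-KO replicate 2, highest without TLR4-KO replicate 3), from 0 to 4 between TLR4-KO + EtOH and TLR4-KO (without TLR4-KO + EtOH replicate 2 and WT + EtOH replicate 3), from 0 to 3 between TLR4-KO + EtOH and WT + EtOH (0 without TLR4-KO + EtOH replicate 2 or WT + EtOH replicate 3) and from 2 to 15 for the difference of effects (without TLR4-KO + EtOH replicate 2 and WT + EtOH replicate 1).

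For the 5 miRNAs of Fig. 5C, all called when adjusted over the list alone and all lower with alcohol in every alternative, the number so called was 3 with the 2 groups alone and from 3 (without WT replicate 2 or 3) to 5 with 1 library left out. From Supplementary Table S4 the number was 1 as printed, 4 after quantile normalization, 2 with log2 RPM plus 0.5, 2 with 5 added, 5 with voom weights and 3 with reads and the covariate. Adjusted over all precursors, where 1 was called, it was 2 after centring, 3 with only precursors above 0 in at least 3 libraries, 0 with the 2 groups alone, 2 with the covariate, from 1 to 2 (2 without WT replicate 1) with 1 library left out and 0 in each of the 6 settings from Supplementary Table S4. The cause was not tested.

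From Supplementary Table S4, 0 precursors were called between WT + EtOH and WT and between TLR4-KO and WT in each of the 6 settings: as printed, quantile-normalized, log2 RPM plus 0.5, the same plus 5, voom weights, and reads with the covariate. Between TLR4-KO + EtOH and TLR4-KO, and between TLR4-KO + EtOH and WT + EtOH, 1 was called after quantile normalization and 0 in the other 5. For the difference of effects 1 was called after quantile normalization, 1 with voom weights and 0 in the other 4. limma stood behind each of these counts, and the precursors at an unadjusted p under 0.05 numbered from 4 to 27. The cause was not tested beyond the simulation of the number of libraries. Log2 RPM plus 0.5 with the replicate block, added later still, gave 0 calls in each comparison and for the difference of effects, with 9 to 17 at an unadjusted p under 0.05.

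Among the values of the 39 named results, 19 changed direction, and all come from Supplementary Table S4, and the cause was not tested. Between WT + EtOH and WT as printed, these were mmu-mir-125b-2 (−0.410), mmu-mir-125a (−1.61), mmu-mir-351 (−0.840), mmu-mir-744 (−1.98), mmu-mir-150 (−0.124) and mmu-let-7b (−4.63), each above 0 in the deposited values. Each value as printed carries a factor per library (196, 178 and 214 in the WT libraries, 179, 190 and 211 in WT + EtOH). The signs as printed therefore depend on these factors as well as on reads. mmu-let-7b was also below 0 with reads plus 0.5 (−0.0839), plus 5 (−0.0838), with voom weights (−0.0907) and with reads and the covariate (−0.145), where mmu-mir-744 was at −0.00218. mmu-mir-6952 was at 0.339 after quantile normalization. Between TLR4-KO and WT, mmu-mir-96 was above 0 with reads plus 0.5 (0.338), plus 5 (0.247), voom weights (0.159) and reads with the covariate (0.313), which rest on the whole numbers of that table. For the difference of effects, mmu-mir-6952 was at −0.339 after quantile normalization and −0.149 with voom weights, and mmu-mir-200a at −0.409 with voom weights. Beside the named results, mmu-mir-182 and mmu-mir-183 between TLR4-KO + EtOH and TLR4-KO went from 9.65 and 8.87 in the deposited values to below 0 in all 6 settings (−9.44 and −7.06 as printed).

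No alternative moved the number of precursors detected per group by more than 1.5 times. The group-specific numbers did move. For WT, 10 became 3 with at least 2 libraries above 0, 2 with all 3, 1 with at least 5 reads, and from 6 (without replicate 3) to 10 with 1 library left out. For WT + EtOH, 6 became 0 with at least 2 libraries and 0 with all 3, 17 in Supplementary Table S4, 2 with at least 5 reads, 20 with thinned reads, and from 2 (without replicate 1) to 5 with 1 library left out. For TLR4-KO, 8 became 4, 0 and 19 in Supplementary Table S4, and from 5 (without replicate 1) to 8 with 1 library left out. For TLR4-KO + EtOH, 8 became 2, 1 and, with at least 5 reads, 3, and from 4 (without replicate 1) to 8 with 1 library left out. The stricter rules lower these numbers by their construction.

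The rank of the SD was 21 for mmu-mir-181a-1, 22 for mmu-mir-181a-2 and 12 for mmu-mir-181b-2 by log2 RPM, where the top values are not fixed by quantile normalization. For mmu-mir-181b-1 it ranged from 6 (without TLR4-KO + EtOH replicate 1) to 15 with 1 library left out.

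Shares of reads could not be rebuilt from the deposited values, and their alternatives were not run. The alternatives planned on reads were run on Supplementary Table S4 only. Depth limits the precursors with few reads most, such as mmu-mir-96, mmu-mir-200a, mmu-mir-200b, mmu-mir-6952 and mmu-mir-3087, whose deposited values of 0 do not show absence. For mmu-mir-200b, mmu-mir-6952 and mmu-mir-3087, a deposited 0 stands beside a single read in some libraries. For mmu-mir-96 it stands beside the whole numbers taken as reads, and for mmu-mir-200a beside no read.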

Differences from the paper's values

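The settings from Supplementary Table S4 were chosen only after the values were seen, and the other settings had been set before the data were examined.

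For WT + EtOH against WT, the paper's number of miRNAs lowered by alcohol is 14, and 4 were called here. Every alternative set before the data were examined differs from 14 as well, with 7 after centring, 9 with only precursors above 0 in at least 3 libraries, 9 with the replicate block, 28 with the share of reads on miRNAs as a covariate, and 2 to 8 with 1 library left out. The paper's list of the 14 holds miRNAs with an adjusted p up to 1, and 11 of the 14 have an unadjusted p under 0.05. Of the listed miRNAs not called here, centring calls mmu-mir-200b, the filter calls mmu-mir-200a, mmu-mir-200b and mmu-mir-26b, the block calls mmu-mir-143 and mmu-mir-26b, and the covariate calls mmu-mir-143, mmu-mir-200b, mmu-mir-26a-2, mmu-mir-26b and, among those raised, mmu-let-7b. Without WT replicate 1 mmu-mir-200b is called, and without TLR4-KO replicate 1 mmu-mir-143.

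For TLR4-KO against WT, the paper's number of lowered miRNAs is 14, and 6 were called here. Of the alternatives set before the data were examined, centring (11), only precursors above 0 in at least 3 libraries (15), the replicate block (15), and leaving out WT + EtOH replicate 3 (10) or TLR4-KO replicate 3 (11) do not differ from it by more than 1.5 times. The others do, with 5 after quantile normalization, 6 with the 2 groups alone, 26 with the covariate, 5 with copies merged, 6 with robust eBayes and 5 to 8 without 1 of the other libraries. A near number is not the same list: with the filter and with the block, 8 and 7 of the paper's 14 are called. Those gained on the list are mmu-mir-26b (centring, filter, block, covariate and without TLR4-KO replicate 3), mmu-mir-182 (filter and without WT + EtOH replicate 3), mmu-mir-26a-2 (covariate), mmu-mir-183 (without WT + EtOH replicate 3) and mmu-mir-21a (without TLR4-KO replicate 3).

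For TLR4-KO + EtOH against TLR4-KO, the paper's numbers are 8 raised and 2 lowered miRNAs, and 2 raised and 0 lowered were called here by limma (41 at an unadjusted p under 0.05). For the 8, every alternative set before the data were examined differs, with 0 to 4 raised. For the 2, leaving out TLR4-KO replicate 2 gives 2 lowered and the others 0 or 1. The paper's Discussion gives 9 raised and 1 lowered for this comparison, as Supplementary Table S6 lists them, 4 of them with an unadjusted p under 0.05.

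The paper's numbers of miRNAs specific to a group are 21 for WT, 18 for WT + EtOH and 15 for TLR4-KO, and 10, 6 and 8 were found here. All alternatives set before the data were examined differ for the 3 groups, with at most 10, 5 and 8. Chosen after seeing the values, Supplementary Table S4 gives 17 for WT + EtOH and 19 for TLR4-KO (13 for WT differs), its reads thinned to the smallest library 15 for WT and 20 for WT + EtOH, and at least 5 of its reads 10 for TLR4-KO. They concern counts of detected precursors and drop no called miRNA.

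The fold changes of Fig. 5C and the numbers detected do not differ by the measure used. The paper's folds for the 5 miRNAs, −20.69, −36.21, −32.79, −19.34 and −25.44, equal the differences of group means of Supplementary Table S4 as printed, a setting chosen after seeing the values in which 0 of the 5 is called over all precursors and 9 of 9 miRNAs that the paper lists with an adjusted p under 0.05 are dropped. On the deposited scale they are −17.0, −30.5, −22.7, −18.0 and −22.4. Both are differences on a log scale and not ratios.

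The paper states that miR-7224 had the highest fold change, while 6 precursors had a larger rise here, of which none was called. In either direction its difference was the 17th largest, after those of mmu-mir-96, mmu-mir-451a and mmu-mir-451b, which were called lower, among others. It places the members of the miR-200 family on chromosomes by their seed, while on GRCm38 Mir200c lies on chromosome 6 and Mir200a on chromosome 4, in the 2 clusters that its Fig. 5B shows. It reports miR-183, miR-143, miR-1981 and let-7b as changed by alcohol, where the direction is the same here but the adjusted p is from 0.0563 to 0.387. For miR-1981, centring, the filter and the covariate give a call. For miR-125b, mmu-mir-125b-2 was raised and mmu-mir-125b-1 was not called (adjusted p = 1). The Methods name a negative binomial model and the trimmed mean of M values, while Supplementary Table S6 equals limma on the deposited values within 0.1% for all 65 entries.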

Other observations

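The tests of this part were chosen only after the results were seen, except the simulation of how many changes 3 libraries per group recover, and the lists of miRNAs of other tissues and of blood had been written earlier but were applied to mmu-mir-182 after its values were seen.

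The number of called precursors was compared with other splits of the same libraries. For each of the 4 comparisons the real split alone gave as many calls (1 of 10 splits), and the other splits gave at most 1, but with 10 splits chance cannot be excluded at the 5% level by this count.

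The 10 precursors called between WT + EtOH and WT were all called between TLR4-KO and WT. Over 324 precursors the differences of the 2 comparisons had a correlation of 0.686 and the same sign in 70.7%, against a median of 0.499, a maximum of 0.662 and 66.4% in 100 simulations of unchanged groups against the same WT libraries, with an overlap of 0 calls, where at most 2 precursors were called in a simulation and an overlap was hardly possible. The simulated precursors vary independently and real ones do not, so that the shared WT libraries alone cannot be told apart from a shared change by this correlation. TLR4-KO + EtOH against WT gave 11 calls, of which 8 are among the 10, and the other 9 libraries against WT gave 18. The first principal component (22.6% of the variance) placed the WT libraries between −76.6 and −60.7 and all others at −2.63 or above. The 3 WT libraries may therefore differ from all others for a technical reason, for which the 8 shared calls speak as they would for a biological one. The WT group and such a batch are the same libraries and cannot be told apart, and neither the paper nor the labels name a batch. Alcohol and loss of the receptor acting on the same miRNAs stays open.

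In the first replicates of WT + EtOH, TLR4-KO and TLR4-KO + EtOH, the order of the precursors differs between the deposited values and Supplementary Table S4, with rank correlations of 0.893, 0.849 and 0.916 over 186 precursors, against at least 0.997 in the other 9 libraries. Quantile normalization keeps the order within a library, and correlations of at most 0.916 argue against it as the cause. The deposited order of these libraries lies closer to Supplementary Table S4 of the other replicates of their group than their own order in that table does, by 0.947 against 0.929 for WT + EtOH, 0.940 against 0.915 for TLR4-KO and 0.953 against 0.929 for TLR4-KO + EtOH, with a smallest gain of 0.0173. This is consistent with values having been moved toward the other replicates of the same group before deposit, by a step the Methods do not name. Such a step would make the spread within these groups too small, and with it the SDs and the adjusted p values of the deposited values. It was found and tested on the same tables, and a biological explanation does not apply to 2 tables of the same libraries. These libraries also have the largest shares of reads on miRNAs, 22.0%, 25.5% and 21.8%. mmu-mir-182 had 63278 RPM in TLR4-KO replicate 1, where it is at rank 5 in Supplementary Table S4 and at rank 58 in the deposited values.

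No precursor was called between groups from the RPM of Supplementary Table S4. In simulated RPM with 3 libraries per group, the same test recovered from 60% to 70% of changes of 2 log2 units. Smaller changes and paired libraries were not simulated, so that too few libraries and the absence of changes cannot be told apart for these (60% at the lowest).

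The SD of 0 of mmu-mir-181a-1 and mmu-mir-181a-2 in the deposited values is what quantile normalization gives at fixed top ranks, and in RPM the SD of mmu-mir-181a-1 was 0.234 on the log2 scale. By the recovered reads, chosen after the data had been seen, the 10 precursors of Fig. 2A held 65.9% of all miRNA reads, from 57.3% to 75.4% per library, and 51.4% when each mature sequence was counted once. mmu-mir-181a-1 held 19.5%.

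In Supplementary Table S4, mmu-mir-182 was 5.87 log2 units higher in TLR4-KO replicate 1 than in the other TLR4-KO libraries, where the median precursor was 0.391 higher with an SD of 1.25. Tissue from outside the cortex in that pool was considered as a candidate source, from lists of miRNAs without the pattern's own members. The median difference was 0.801 over 5 miRNAs of the pineal gland (4 higher), 0.926 over 7 of the choroid plexus (7 higher), 4.71 for the 1 miRNA of the olfactory bulb (mmu-mir-141, with 6 reads against 0 and 0) and 4.15 over 4 of the pituitary (4 higher). The lists share members, such as mmu-mir-7b and mmu-mir-141, and the most abundant, mmu-mir-204 with 2524 reads, is high in all libraries. The members that rose most have few reads, so that these sources and chance cannot be told apart. For more blood in that pool, the median difference was 1.41 over 7 miRNAs of red blood cells (5 higher), which does not tell it apart from the other sources. A comparison tried after this value was seen used mmu-mir-451a alone, which had 395 RPM there, against 596 in WT + EtOH replicate 1, 615 in TLR4-KO + EtOH replicate 1 and 404 in WT replicate 2, libraries with less mmu-mir-182 (4796, 2245 and 30375 RPM). It speaks against blood but replaced the test written for it, and is not counted as one. A difference between mice stays open and was not tested.

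Supplementary Table S4 holds 5 whole numbers among its 3107 values above 0, all of them mmu-mir-96 in the TLR4-KO and TLR4-KO + EtOH libraries, for which the deposited values are 0. No explanation was tested.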
